# Systemic lupus erythematosus favors the generation of IL-17 producing double negative T cells

**DOI:** 10.1038/s41467-020-16636-4

**Published:** 2020-06-05

**Authors:** Hao Li, Iannis E. Adamopoulos, Vaishali R. Moulton, Isaac E. Stillman, Zach Herbert, James J. Moon, Amir Sharabi, Suzanne Krishfield, Maria G. Tsokos, George C. Tsokos

**Keywords:** Autoimmunity, T cells, Systemic lupus erythematosus

## Abstract

Mature double negative (DN) T cells are a population of αβ T cells that lack CD4 and CD8 coreceptors and contribute to systemic lupus erythematosus (SLE). The splenic marginal zone macrophages (MZMs) are important for establishing immune tolerance, and loss of their number or function contributes to the progression of SLE. Here we show that loss of MZMs impairs the tolerogenic clearance of apoptotic cells and alters the serum cytokine profile, which in turn provokes the generation of DN T cells from self-reactive CD8^+^ T cells. Increased Ki67 expression, narrowed TCR V-beta repertoire usage and diluted T-cell receptor excision circles confirm that DN T cells from lupus-prone mice and patients with SLE undergo clonal proliferation and expansion in a self-antigen dependent manner, which supports the shared mechanisms for their generation. Collectively, our results provide a link between the loss of MZMs and the expansion of DN T cells, and indicate possible strategies to prevent the development of SLE.

## Abstract (web summary)

Splenic marginal zone macrophages can establish immune tolerance and limit the development of systemic lupus erythematosus (SLE). Here the authors show that these cells do this by clearing apoptotic cells, and defects in these cells result in the generation of self-reactive double negative T cells that are known to contribute to SLE pathogenesis.

## Introduction

Systemic lupus erythematosus (SLE) is a complex autoimmune disease driven, in part, by immune activation against autoantigens present on blebs of apoptotic or necrotic cells^1–3^. Considerable evidence supports the notion that systemic autoimmunity can be initiated by impaired or delayed clearance of dead cells, which leads to a global loss of self-tolerance through the activation of autoreactive T and B cells^4,5^.

Among the prominent T-cell abnormalities which have been reported in patients with SLE are the expansion of pathogenic Th17^6^ and TCR-αβ^+^CD4^−^CD8^−^ double-negative (DN) T cells^7–9^. Several lines of evidence suggest that DN T cells may arise from activated CD8 T cells^10–14^, but the specific factors which promote CD8 loss in patients and mice with SLE is not understood.

Reduction in the number or function of MZMs has been shown not only in several lupus-prone mice but also in SLE patients^15–19^. MZMs, expressing an array of scavenger receptors including macrophage receptor with collagenous structure (MARCO), scavenger receptor A (SR-A), and SIGN-R1^19–21^, surround the splenic follicles and have been reported capable of both efficiently clearing apoptotic or necrotic cells and inducing immune tolerance^15,17,19,22^. Absence of MZMs results in retention of cellular debris derived from dead cells and provokes robust T-cell responses against self-antigens^16–18^. Here, we provide the missing link between MZM defects and DN T-cell expansion by demonstrating that self-antigens derived from uncleared cellular debris favor the conversion of self-reactive CD8 T cells into DN T cells. We further prove that MZM defects generate an inflammatory milieu, in which elevated IL-23 along with reduced TGFβ facilitate self-reactive DN T-cell activation, expansion, and survival. Because mouse and human DN T cells express Ki67, narrowed TCR V beta-repertoire usage and diluted T-cell receptor excision circles (TREC), we postulate that shared mechanisms are involved in their generation and suggest that blockade of IL-23 and/or the empowerment of TGFβ signaling should have therapeutic value.

## Results

### MZM depletion promotes DN T cells in lupus-prone mice

Absence of MZMs results in retention of dead cell debris which drives the activation of autoreactive T and B cells in lupus-prone mice and patients with SLE^15–18^. Previous reports have shown that long-term removal of MZMs accelerates autoimmunity in lupus-prone mice^15,17^. To examine the effect of altered immune responsiveness to ACs on the development of DN T cells in the B6.*lpr* lupus-prone mouse, we depleted selectively MZMs in female mice in vivo by weekly injection of appropriate dose of clodronate liposomes (Clodrosome, 100 μg/mouse)^15,17,23^ (Supplementary Figs. 1 and 2) beginning at 10 weeks of age. PBS-loaded control liposomes (PBSLs) were used as control. As expected, Clodrosome-mediated MZM depletion accelerated the onset of autoimmunity. When MZMs were depleted, the mice showed enhanced autoimmunity, including elevated serum anti-dsDNA titers (Fig. 1a), increased formation of spontaneous germinal centers (Fig. 1b, upper panel), and expanded IL-17-producing DN T cells in the spleens (Fig. 1b, low panel; Fig. 1c, d). Confocal microscopic images further confirmed the expansion of DN T cells in the absence of MZMs (Fig. 1e). In addition, we noted a significant increase in the numbers of DN T cells infiltrating the kidneys (Fig. 1f, g). Taken together, our results suggest that the lack of MZMs leads to the expansion of DN T cells in this lupus-prone mouse strain both in the spleen and the kidney and promotes disease development.

**Fig. 1:**
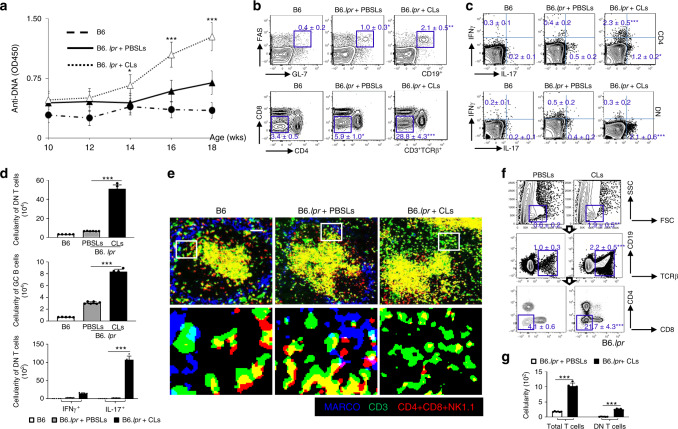
Marginal macrophage depletion promotes the expansion of DN T cells. **a**–**g** Age-matched female B6.*lpr* mice were treated with either PBS-loaded control liposomes (PBSLs) or Clodronate liposomes (CLs, 100 µg/mouse) every other week for 2 months starting at 10 weeks of age. Naive B6 mice were used as controls. *n* = 5–6 mice per group for two independent experiments. **a** ELISA analysis of anti-dsDNA IgG in sera from indicated mice. **b** Flow cytometry quantization of the percentage of germinal center (GC) B cells and double-negative (DN) T cells in spleens from indicated mice. Upper: PNA^+^FAS^+^ GC B cells (gated in CD19^+^); lower: CD4^−^CD8^−^NK1.1^−^ DN T cells (gated in CD3^+^TCRβ^+^). **c** Flow cytometry quantitation of the percentage of IL-17^+^ and IFN-γ^+^ CD4 T cells (upper) and DN T cells (lower) in spleens of indicated mice. **d** Bar graphs show absolute cell numbers of indicated cell population of spleens from mice with indicated treatment. **e** Representative immunofluorescent staining of MARCO^+^ marginal zone macrophages (blue) and CD3^+^ (green) T cells that also showed negative staining for CD4, CD8, and NK1.1 (red) in the spleens from the indicated mice. Upper: magnification, ×20. Scale bar: 50 µm; Lower: digitally magnified views of the boxed areas in the upper panels. **f** Flow cytometry quantitation of infiltrating T cells in kidneys of indicated mice. **g** Bar graphs show absolute cell numbers of indicated cell population of kidneys from mice with indicated treatment. Data represent the mean ± SEM, *P < 0.05, **P < 0.01, **P < 0.005 vs. indicated control, two-tailed Student’s *t* test.

### Exposure to apoptotic cell debris induces CD8 loss

In *lpr* mice, defects in apoptosis lead to increased rates of other forms of programmed cell death^24,25^. To investigate whether the accumulation of uncleared dead cell debris and the presence of associated antigens are mechanistically required for the generation of DN T cell from self-reactive CD8 T cells and whether the lupus milieu marked by MZM deficiency could facilitate this conversion, we co-transferred CFSE-labeled CD8^+^ OT-I TCR transgenic (Tg) T cells with apoptotic thymocytes derived from m-OVA Tg mice into B6 mice treated with or without Clodrosome. In the absence of MZMs, a larger fraction of the transferred CFSE-labeled OT-I T cells lost CD8 expression and the percentage of CD8^−^ T cells that entered the cell cycle was higher compared with those in which MZMs were present (Fig. 2a; Supplementary Fig. 3a). In accordance with our previous reports that DN T cells found in SLE patients and lupus-prone mice produced high levels of IL-17^8^, newly formed DN T cells gained the ability to produce IL-17 but failed to produce IFNγ (Fig. 2a). To further confirm our findings that DN T cells originate from CD8 T cells, we isolated OT-II CD4 T cells and transferred them into B6 mice treated with or without Clodrosome. We did not observe downregulation of CD4 expression on the vigorously proliferating OT-II T cells after the transfer of apoptotic m-OVA^+^ thymocytes (Fig. 2b; Supplementary Fig. 4).

**Fig. 2:**
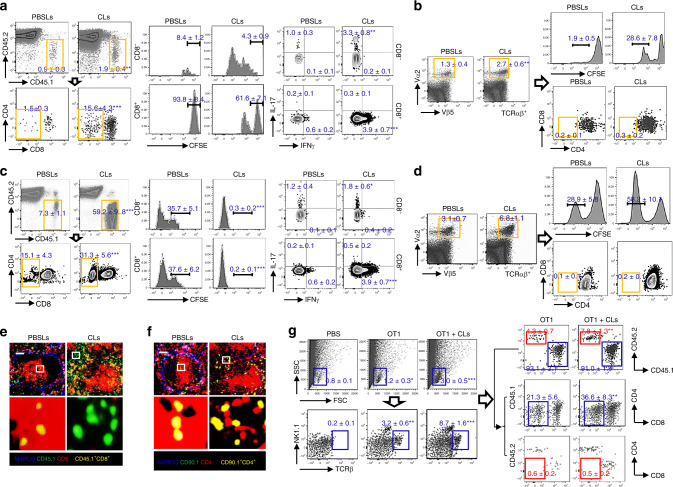
Exposure to apoptotic cell debris induces loss of CD8, but not CD4 expression. CD8 T cells from *Cd45.1* OT-I TCR Tg *Rag1*^−/−^ B6 mice (**a**) or CD4 T cells from *Cd90.1*OT-I TCR Tg *Rag1*^−/−^ B6 mice (**b**) were labeled with CFSE and i.v. transferred. Recipients were administered with CLs or control liposomes, apoptotic m-OVA Tg thymocytes, 12 h and 16 h later sequentially. Mice were sacrificed after an additional 72 h. **a** Left: flow cytometry analysis of cell surface CD8 expression on transferred OT-I CD8 T cells; middle: flow cytometry analysis of in vivo OVA-antigen-specific responses indicated by attenuation of CFSE intensity. Right: flow cytometry quantitation of the percentage of IL-17^+^ and IFN-γ^+^ cells in CD8^−^ and CD8^+^ populations. **b** Flow cytometry analysis of cell surface CD4 expression on transferred OT-II Vα_2_^+^Vβ_5_^+^ CD4 T cells. In vivo OVA responses were indicated by attenuation of CFSE intensity. CD8 from *Cd45.1* OT-I *Rag1*^−/−^ B6 mice (**c**, **e**, **g**) or CD4 T cells from *Cd90.1* OT-II *Rag1*^−/−^ B6 mice (**d**, **f**) were labeled with CFSE and i.v. transferred into m-OVA Tg B6 mice administered with CLs or control liposome 4 h before and sacrificed after an additional 72 h. **c** Left: Flow cytometry analysis of cell surface CD8 expression on transferred OT-I T cells. Middle: flow cytometry analysis of in vivo OVA responses indicated by attenuation of CFSE intensity. Right: flow cytometry quantitation of the percentage of IL-17^+^ and IFN-γ^+^ cells in CD8^−^ and CD8^+^ populations. **d** Flow cytometry analysis of cell surface CD4 expression on transferred OT-II T cells. In vivo OVA responses were indicated by attenuation of CFSE intensity. **e**, **f** Immunofluorescent staining of transferred OT-II (**e**) or OT-I T cells (**f**). Upper: magnification, ×20. Scale bar: 50 µm; Lower: digitally magnified views of the boxed areas in the upper panels. **g** Flow cytometry analysis of infiltrating T cells from both donors and recipients in the kidneys from indicated mice. Data represent the mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.005 vs. indicated control, two-tailed Student’s *t* test. *n* = 4–5 mice per group for two independent experiments.

To investigate whether endogenous dead cell debris can efficiently promote DN T-cell generation, we transferred either OT-I or OT-II T cells into m-OVA Tg mice expressing OVA ubiquitously. Cell proliferation of OT-I (Fig. 2c; Supplementary Fig. 3b) or OT-II (Fig. 2d) T cells was noted 3 days after transfer, and a more robust proliferation was observed when the recipient mice had received Clodrosome (Fig. 2c, d). As expected, a significant higher percentage of CFSE-labeled OT-I T cells displayed a phenotype characterized by loss of CD8 expression (Fig. 2c). Accordingly, downregulation of CD4 expression was not observed on transferred OT-II cells in m-OVA Tg recipients regardless of the presence of MZMs (Fig. 2d; Supplementary Fig. 5). Loss of CD8 but not CD4 expression on transferred OT-I or OT-II T cells was further confirmed by confocal image analysis (Fig. 2e, f). Of interest, in m-OVA Tg recipients of OT-I T cells, T lymphocyte infiltration could be tracked inside the kidneys, originating from both donors and recipients (Fig. 2g). As noted, intrarenal DN T cells originated exclusively from the donors but not from the recipients (Fig. 2g), suggesting that presence of self-antigens is the requisite for DN T-cell formation and migration.

### Autoreactive polyclonal T cells preferentially lose CD8

The limitation of monoclonal T-cell population in OT-I or OT-II TCR Tg mice and the broad T-cell repertoire diversity in different individuals brought forward the question whether the conversion from CD8 to DN T cells could really happen in SLE. To examine the effects of altered immune responsiveness to ACs on the development of DN T cells in murine models in which self-reactive CD8 T cells were enriched in either central or peripheral lymphoid organs, a mixed cell transfer experiment was carried out in which flow cytometry sorted CD8 T cells (TCRβ^+^NK1.1^−^CD8^+^) from *Cd45.1* B6 mice were transferred along with CD8 T cells from *Cd45.2* B6.*lpr.DsRed* (Fig. 3a) into *Cd45.2* B6 recipients. The response of transferred T cells to co-transferred apoptotic thymocytes and the possible downregulation of CD8 were assessed by flow cytometry. Significantly higher numbers of transferred T cells from *Cd45.2* B6.*lpr*.DsRed were observed in the spleens of the recipients receiving Clodrosome plus apoptotic B6 thymocytes than the spleens of matched controls or those receiving only apoptotic B6 thymocytes (Fig. 3a, left panel; Supplementary Fig. 6a). Accordingly, the more the cells proliferate the higher the CD8 loss occurs (Fig. 3a, right panel) which is consistent with the downregulation of CD8 expression on OT-I T cells upon antigen stimulation described above. Of note, those newly formed DN T cells gained the capacity to produce IL-17 (Fig. 3b).

**Fig. 3:**
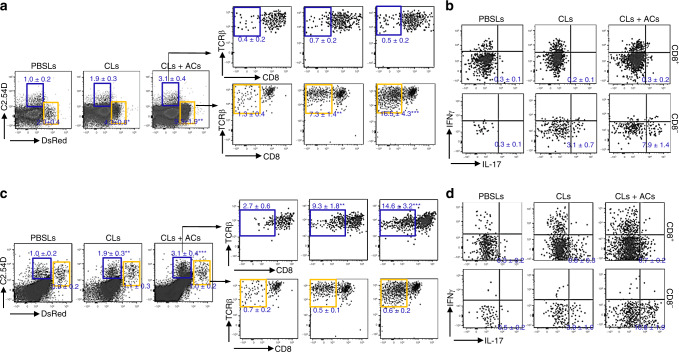
Autoreactive Polyclonal CD8 T cells differentiate into DN T cells. A mixed population of purified CD8 T cells (TCRβ^+^NK1.1^−^CD8^+^, 2 × 10^6^/mouse, 1:1 ratio) from *Cd45.1* B6 mice and *Cd45.2* B6.*lpr.DsRed* (**a**, **b**) or from normal *Cd45.2* B6.*DsRed* mice and *Cd45.2* B6 *Aire*^−/−^ mice (**c**, **d**) were transferred into either *Cd45.2* B6 (**a**, **b**) or *Cd45.1* B6 (**c**, **d**) recipients. Twelve hours later, recipients were administered with control liposome, CLs, CLs plus apoptotic thymocytes prepared from B6 mice. Mice were euthanized after an additional 72 h. *n* = 5 mice per group for two independent experiments. **a** Left: flow cytometry analysis of the percentage of the transferred CD8 T cells in the spleens of *Cd45.2* B6 recipients with the indicated treatment. Right: flow cytometry analysis of CD8 expression on the surface of the transferred CD8 T cells in the spleens of *Cd45.2* B6 recipients with indicated treatment. **b** Flow cytometry quantitation of the percentage of IL-17^+^ and IFN-γ^+^ cells in CD8^−^ (upper) and CD8^+^ (lower) populations derived from transferred CD8 T cells. **c** Left: flow cytometry analysis of the percentage of the transferred CD8 T cells in the spleens of *Cd45.1* B6 recipients with indicated treatment. Right: flow cytometry analysis of CD8 expression on the surface of the transferred CD8 T cells in the spleens of *Cd45.1* B6 recipients with indicated treatment. **d** Flow cytometry quantitation of the percentage of IL-17^+^ and IFN-γ^+^ cells in CD8^−^ (upper) and CD8^+^ (lower) populations derived from transferred CD8 T cells. Data represent the mean ± SEM (*P < 0.05, **P < 0.01, ***P < 0.005 vs. PBSLs-treated control, two-tailed Student’s *t* test.

To further verify our findings in different murine models, another mixed cell transfer experiment was carried out in which flow cytometry sorted CD8 T cells (TCRβ^+^NK1.1^−^CD8^+^) from normal *Cd45.2* B6.*DsRed* mice were transferred along with CD8 T cells from *Cd45.2* B6 *Aire*^−***/***−^ mice^26^ (Fig. 3b) into *Cd45.1* B6 recipients. The response of transferred T cells to co-transferred apoptotic thymocytes and the possible downregulation of CD8 were assessed by flow cytometry. Consistently, significantly higher numbers of transferred T cells from *Cd45.2* B6 *Aire*^−***/***−^ were observed in the spleens of the recipients receiving CLs plus apoptotic B6 thymocytes than the spleens of matched controls or those receiving only apoptotic B6 thymocytes (Fig. 3c; Supplementary Fig. 6b). As expected, the more the cells proliferate the higher the CD8 loss and IL-17 production occur (Fig. 3c, d). Together, we provide compelling evidence proving the feasibility of conversion of CD8 T cells into DN T cells in lupus-prone mice, which contribute to lupus pathogenesis.

### IL-23 favors DN T-cell formation

Absence of MZMs probably builds up an inflammatory milieu which mimics disturbed cytokine production in lupus^18^. We hypothesized that the skewed serum cytokine profile might favor the conversion of CD8 T cells into DN T cells upon antigen stimulations by providing secondary signals. To test this possibility, we measured serum cytokine levels after the administration of apoptotic cells (ACs) in the presence or absence of MZMs. It is well described that TGF-ββ1 is essential for immune-tolerance induction^27^, but IL-6 and IL-23 contribute to the erosion of tolerance against self^28^. We found this to be the case because AC injection in control mice led to a large increase in serum TGF-β1 levels. In contrast, MZM depletion reduced TGF-β1 induction after AC injection coupled with increased IL-23 and IL-6 levels (Fig. 4a). To determine the possible direct effects of IL-23 on DN T-cell generation, LPS or β-1,3-glucan (Curdlan, recognized by the membrane-bound Dectin-1 receptor leading to IL-23 production)^29,30^ was injected i.p. into mice prior to the co-transfer of OT-I T cells and apoptotic m-OVA^+^ thymocytes. Both LPS and Curdlan promoted a cytokine storm but only Curdlan promoted IL-23 production with simultaneously downregulation of IL-12^29,30^. Flow cytometry revealed that a significantly higher percentage of transferred OT-I T cells exhibited a reduction of CD8 expression in the spleens of mice which received Curdlan compared with other groups (Fig. 4b). To further validate the role of IL-23 on DN T cells in lupus-prone mice, we overexpressed IL-23 in wild-type B6.*lpr* mice at 8 weeks of age by hydrodynamic administration of a minicircle (MC) cDNA construct encoding *Il23p19* and *Il12/23p40* (IL-23 MC)^31^ (Supplementary Fig. 7). We observed that in vivo expression of IL-23 alone was sufficient to drive the expansion of DN T cells without affecting the integrity of MZM barrier (Supplementary Figs. 8 and 9), which is consistent with our previous reports that *Il23r*-deficient lupus-prone B6.*lpr* mice have decreased numbers of DN T cells^32^. In accordance with the enlargement of DN T-cell pool, the mice with IL-23 MC administration showed enhanced autoimmunity, including elevated serum anti-dsDNA titers, earlier appearance of proteinuria, increased intrarenal lymphocyte infiltration and immune complex deposition and etc. (Fig. 4c–f; Supplementary Fig. 10). Notably, enhanced IL-17 production in DN T cells from both spleens and kidneys was observed (Supplementary Figa. 11 and 12). Thus, persistent stimulation with IL-23 in vivo promotes the development of autoimmunity by enhancing DN T-cell generation. The differentiation and expansion of DN T cells from polyclonal CD8 T cells of autoimmune mice after exposure to exogenous ACs indicate at least a great portion of them are self-reactive. Antigen-specific T cells are implicated in SLE. U1-70, U1-A, and U1-C, together with U1-RNA and the seven Smith proteins, compose the U1-small nuclear ribonucleoprotein (U1-snRNP) complex. The frequency of Th17 cells specific for U1-70-snRNP has been shown to correlate with U1-70 autoantibody production and disease severity^33^. Many shared characteristics between IL-17^+^ DN T cells with Th17s bring the question whether there is a portion of IL-17^+^ DN T cells which also recognize U1-70. To address this, we generated IL-17 GFP B6.*lpr* mice and administered them IL-23 MC. Three months later, GFP expression was observed in both CD4 T and DN T cells. Next, we purified splenic T cells and co-cultured them with irradiated wild-type B6 spleenocytes loaded with U1-70 peptide in the presence of brefeldin A. Production of IL-17 but not IFNγ was detected in GFP^+^ CD4 T cells and GFP^+^ DN T cells (Fig. 4g), which indicated that a portion of IL-17^+^ DN T cells could respond to self-antigen U1-70. Furthermore, U1-70:I^−^A^b^ tetramers were applied to identify IL-17-producing T cells, which recognize U1-70 in the context of MHC class II. Consistent with the fact that DN T cells derive from self-reactive CD8 but not CD4 T cells, U1-70:I-A^b^ tetramer-positive T cells were only found in CD4^+^, but not CD8^+^ or DN T-cell lineages (Fig. 4h). Collectively, in lupus-prone mice, U1-70–specific DN T cells respond to U1-70 and produce IL-17A in MHC class I, but not class II-dependent manner.

**Fig. 4:**
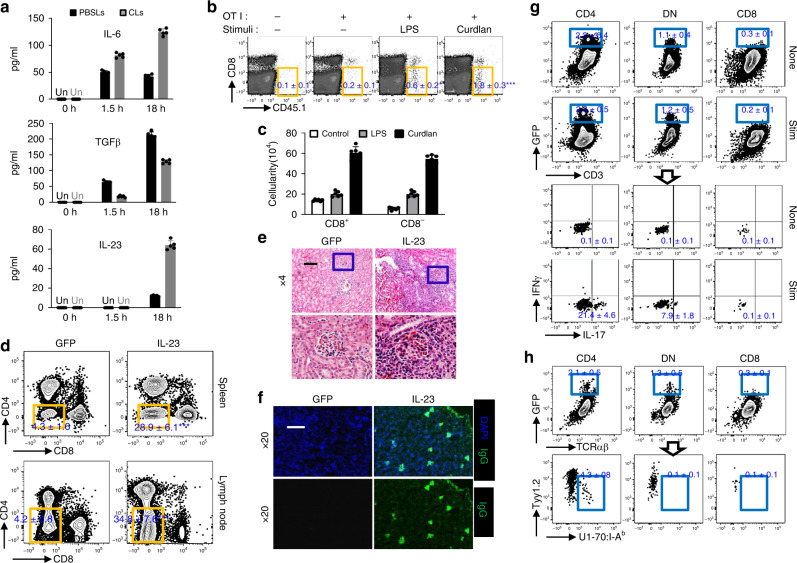
IL-23 favors DN T-cell formation. B6 mice were i.p. injected with apoptotic thymocytes prepared from B6 mice 4 h after control liposome or CLs i.v. administration, and blood was collected after indicated time. **a** ELISA analysis of indicated cytokines in the serum from indicated mice after indicated time, *n* = 5 per group. **b**, **c** CD8 T cells from *Cd45.1* OT-I TCR Tg *Rag1*^−/−^ B6 mice were i.v. transferred into B6 mice. Twelve hours later, recipients were administered with apoptotic thymocytes prepared from m-OVA Tg B6 mice plus PBS, LPS (2 mg/kg) and Curdlan (5 mg/kg) separately. Mice were euthanized after an additional 72 h. *n* = 6 per group. **b** Flow cytometry analysis of CD8 expression on transferred OT-I CD8 T cells from spleens of indicated recipients. **c** Bar graphs show quantitation of the absolute cell numbers of both CD8^+^ and CD8^-^ CD45.1^+^OT-I T cells from the spleens of indicated recipients. **d** Flow cytometry quantitation of the percentage of CD3^**+**^TCRb^+^CD4^−^CD8^−^ DN T cells in spleens or lymph nodes from mice with the indicated MC administration. **e** Representative H&E images of kidneys from mice with indicated MC administration. Upper: magnification, ×4, scale bar: 200 μm; Lower: digitally magnified views of the boxed areas in the upper panels. **f** Fluorescence microscopic images of IgG staining in the kidneys of mice with indicated MC administration. Magnification, ×10, scale bar: 100 μm. **g** IL-23 MC was administered to 2-months-old IL-17 GFP B6.*lpr* mice. Three months after administration, splenic T cells were purified and co-cultured with or without irradiated wild-type B6 splenocytes pre-loaded with U1-70 peptide. Top: flow cytometry quantitation of the percentage of GFP^+^ cells CD4, CD8 and DN T cells individually. Bottom: flow cytometry analysis of the production of IL-17 and IFNγ in GFP^+^ populations from indicated T cells. **h** Flow cytometry quantitation of the percentage of U1-70:I-A^b^ tetramer-positive cells in GFP^+^ population from indicated T cells. Data represent the mean ± SEM (*P < 0.05, ***P < 0.005 vs. control, Student’s *t* test; *n* = 4 mice per group for two independent experiments for (**e**–**h**).

DN T cells from SLE patients have been shown to provide help to B cell for antibody production in vitro^34^. To validate the help from DN T cells to B cells for autoantibody production in vivo, splenic DN T cells were enriched from IL-23 MC-treated B6.*lpr* mice and transferred into B6 *Rag1*^−*/*−^ mice which had received purified B cells from 12-months-old B6.*lpr* spleens 1 day earlier. The same recipients which have been injected with PBS, splenic CD8 or CD4 T cells were used as controls. Autoantibodies in the circulation were examined 1 month after cell transfer. The group which had received DN T cells and B cells displayed higher titers of circulating autoantibodies and more renal immune complex deposition compared with groups which had received B cells alone or B cells and CD8 T cells (Supplementary Fig. 13). This finding provides first evidence that DN T cells contribute to lupus pathogenesis in vivo by promoting autoantibody production and renal immune complex deposition.

### Myeloid *Tgfb1* deficiency promotes DN T-cell formation

Next, we determined the possible suppressive effect of the tolerogenic cytokine TGF-β1 released from MZMs. CFSE-labeled OT-I or OT-II T cells were transferred into WT, *Lyz2*^cre+^*Tgfb*β*1*^fl/fl^, or *Lyz2*^cre+^*TgfbrII*^fl/fl^ (target gene deletion in myeloid cell lineage), mice and the response of transferred cells to apoptotic m-OVA^+^ thymocytes was assessed by flow cytometry. The “leaking” proliferation of either OT-I or OT-II T cells was only observed in *Lyz2*^cre+^*Tgfb1*^fl/fl^, but not WT or *Lyz2*^cre+^*TgfbrII*^fl/fl^ recipients (Fig. 5a). Consequently, the reduced expression of CD8 was observed on proliferating OT-I but not OT-II T cells (Fig. 5b). Since both macrophages and dendritic cells (DCs) have been proposed to sustain immune tolerance to apoptotic cells by virtue of producing anti-inflammatory cytokine TGFβ^35,36^, we asked whether MZMs were the main cellular sources of TGFβ during the clearance of circulating apoptotic cells. Apoptotic thymocytes were administered into mice pre-treated with or without CL to deplete MZMs. Thirty minutes later, different population myeloid cells including MZMs (CD11b^lo^F4/80^−^SIGN-R1^+^MHCII^−^), red pulp macrophages (RPMs CD11b^lo^F4/80^+^CD68^+^), CD4^+^ DCs (CD11b^+^CD4^+^), and CD8^+^ DCs (CD11b^+^CD8^+^) were FACS sorted, and the production of various cytokines including *Tgfb1* was examined by qRT-PCR. As expected, when the marginal zone barrier was intact, MZMs expressed higher TGFβ1 compared with other myeloid cells after exposure to apoptotic cells (Fig. 5c). However, in the absence of MZMs, we observed the activation of other myeloid cells after exogenous AC administration, indicated by the elevation of pro-inflammatory cytokines, including IL-6 and IL-23 especially by RPMs (Fig. 5d). Of note, in contrast to RPMs and CD4^+^ dendritic cells, which produce pro-inflammatory cytokines, CD8^+^ dendritic cells produce high levels of the immune suppressive cytokine TGFβ1 only when MZM barriers were disrupted (Fig. 5d)^37,38^. To track the apoptotic cell clearance in vivo, CFSE-labeled ACs were administered into mice with or without CL pre-treatment. Confocal images revealed that the numbers of CFSE^+^ cells, which were located predominately in the MZ, peaked at 5 min, and the majority was phagocytosed at 20 min (Fig. 5e). However, the leakage of apoptotic cell debris to follicle resident DCs, for example CD8^+^ dendritic cells, was only observed in the absence of MZMs (Fig. 5f). Of note, RPMs were well preserved after CL treatment, and follicular translocation of these cells after AC administration in the absence of MZMs suggested follicular Ag transportation by RPMs may drive the activation of T and B cells against self-antigens (Fig. 5e). Flow cytometry analysis further confirmed our observation. Collectively, our results strongly suggest that under naive status, MZMs are the main cellular source of TGFβ1 to maintain immune tolerance to apoptotic cells.

**Fig. 5:**
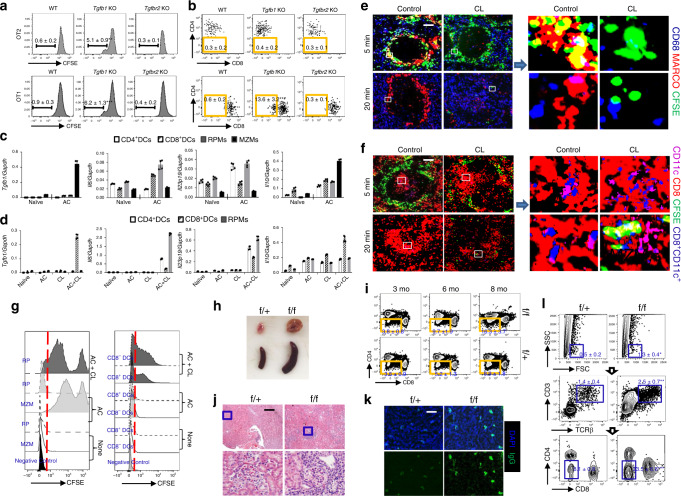
Deficiency of *Tgfb1* in macrophages promotes DN T-cell formation. **a**, **b** CFSE-labeled CD4 T cells from OT-II *Rag1*^−/−^ or CD8 T cells from OT-I *Rag1*^−/−^ B6 mice were co-transferred with apoptotic m-OVA thymocytes into the indicated recipients. Recipients were euthanized after an additional 72 h. *n* = 4 per group for two independent experiments. Flow cytometry analysis of proliferation (**a**) or surface CD4/CD8 expression (**b**) on transferred OT-I or OT-II T cells. **c**, **d** Apoptotic thymocytes were administered into mice pre-treated without (**c**) or with CL (**d**) for 2 h. MZMs, red pulp macrophages (RPMs or RPs), CD4^+^DCs, and CD8^+^DCs were FACS sorted 30 min later. qRT-PCR analysis of indicated gene expression in indicated cell populations sorted from mice administered with apoptotic thymocytes (**c**) or mice administrated with CLs plus apoptotic thymocytes (**d**). *n* = 4 per group. **e–g** CFSE-labeled apoptotic thymocytes were administered into mice with or without CL pre-treatment. *n* = 4 per group. Magnification, ×20, scale bar: 50 μm. **e** Confocal microscopic images show that in the absence of MZMs, administration of apoptotic thymocytes leads to follicular translocation of RPMs (CD68^+^). **f** Confocal microscopic images show the uptake of apoptotic cell debris by CD8^+^ dendritic cells in the absence of MZMs. **g** Flow cytometry shows the apoptotic cell uptake (CFSE^+^) by indicated populations with indicated treatment. **h**, **j–l** Mice were at 12 months of age. **h**–**l** *n* = 5 per group for two independent experiments. **h** Representative photos of spleens and lymph nodes from indicated mice. **i** Flow cytometry quantitation of CD3^+^TCRβ^+^CD4^−^CD8^−^ DN T cells in spleens or lymph nodes from indicated mice at indicated ages. **j** Fluorescence microscopic images of IgG staining in the kidneys of indicated mice. Magnification, ×10, scale bar: 100 μm. **k** Representative H&E images of kidneys from indicated mice. Upper: magnification, ×4, scale bar: 200 μm; Lower: Digitally magnified views of the boxed areas in the upper panels. **l** Flow cytometry analysis of infiltrating T cells in the kidneys from indicated mice. Data represent the mean ± SEM (*P < 0.05, **P < 0.01, ***P < 0.005 vs. control, two-tailed Student’s *t* test).

To assess whether *Tgfb1* deficiency in macrophages promotes DN T-cell formation in our findings in lupus-prone mice, we backcrossed *Lyz2*^cre+^*Tgfb1*^fl/fl^ mice to B6.*lpr* mice. Enlarged spleens and lymph nodes with significantly increased cell counts were observed (Fig. 5h; Supplementary Fig. 14). FACS analysis revealed that there were significantly increased percentages of DN T cells in the spleens of *Lyz2*^cre+^*Tgfb1*^fl/fl^ B6.*lpr* mice than in those of wild-type matched controls starting at 6 months of age (Fig. 5i). Consistently, the *Lyz2*^cre+^*Tgfb1*^fl/fl^ B6.*lpr* mice also displayed other enhanced manifestations of lupus characteristics including higher sera titers of both IL-17 and dsDNA antibodies, earlier appearance of proteinuria, more intrarenal lymphocyte infiltration and IgG-containing immune complex deposition in the glomeruli even though the marginal zone barriers are intact (Fig. 5j, k; Supplementary Figs. 14–18). Thus, TGFβ1 production from MZMs restricts the development of DN T cells in lupus-prone mice which results in reduced autoimmune manifestations.

### DN T cells display proliferating or proliferated phenotype

If activation-induced CD8 downregulation is the major driver for DN T-cell generation, the newly formed DN T cells should display proliferating or proliferated phenotype. To confirm this MRL.*lpr* or control MPJ mice (same background without recessive *lpr* gene mutation) were injected i.p. 5-bromo-2'-deoxyuridine (BrdU, an analog of the nucleoside thymidine used to identify proliferating cells) and cell cycle analysis on different T-cell subtypes was performed by immunofluorescent staining of BrdU in conjunction with 7-AAD (a fluorescent compound with a strong affinity for DNA). Significantly higher numbers of DN T cells entered the S phase in the spleens of MRL.*lpr* mice than the spleens of age-matched MPJ mice (Fig. 6a–c). Correspondingly, the percentages of DN T cells positive for BrdU were also higher in MRL.*lpr* mice. Since self-antigen-activated CD8 T cells preferentially differentiate into DN T cells, it is reasonable that DN T cells acquired a more active status. To further assess our hypothesis in SLE patients, we examined the Ki67 expression in circulating T cells from both healthy and SLE patients. We found this to be the case since flow analysis revealed a significant increase of Ki67^+^ DN T cells in SLE patients (CD3^+^TCRβ^+^CD56^−^CD4^−^CD8^−^) compared with healthy controls (Fig. 6d–h). Conversely, no differences in the percentage of Ki67^+^ CD8 T cells were observed between SLE patients and healthy controls (Fig. 6f, g).

**Fig. 6:**
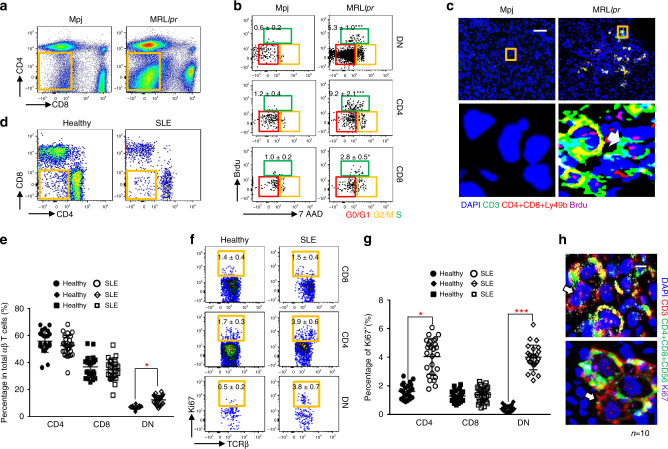
DN T cells display proliferating or proliferated phenotype. **a**–**c** Sixteen week-old female MPJ or MRL.*lpr* mice were injected i.p. with BrdU (1 mg/mouse) 12 and 0.5 h prior to the euthanasia. Data represent the mean ± SEM (*P < 0.05, ***P < 0.005 vs. control, Student’s *t* test; *n* = 6 mice per group). **a** Flow cytometry analysis of different subset T cells from indicated mouse spleens. **b** Flow cytometry analysis of cell cycle phases of different subset T cells from indicated mouse spleens (gated in CD3^+^TCRβ^+^Ly49b^−^). BrdU incorporation is used for characterization of cells that are actively synthesizing DNA and 7-AAD staining intensities were further applied to define related cell phase in the cell cycle (G0/G1, G2/M, or S phases). **c** Representative immunofluorescent staining of BrdU^+^ (magenta) DN T cells (green) in kidneys from indicated mice. Upper: magnification, ×10. Scale bar: 100 µm; Lower: digitally magnified views of the boxed areas in the upper panels. **d–g** *n* = 23 for healthy controls and *n* = 26 for SLE patients. **d** Representative flow cytometry analysis of CD4, CD8, and DN T cells in total T cells in PBMC from either healthy subjects or SLE patients. **e** Scatter plots show the percentage of CD4, CD8, and DN T cells in total circulating T cells (gated in CD3^+^TCRβ^+^CD56^−^) from either healthy controls or SLE patients. **f** Flow cytometry analysis of Ki67^+^ CD4, CD8, and DN T cells in total T cells from PBMC from healthy controls or SLE patients. **g** Scatter plots show the quantitation of Ki67^+^ CD4, CD8, and DN T cells of human PBMC (gated in CD3^+^TCRvβ^+^CD56^−^) from either healthy controls or SLE patients. **h** Representative immunofluorescent staining of Ki67^+^ (magenta) DN T cells (green) in kidney biopsy samples from patients with SLE. Upper: magnification, ×100. Scale bar: 5 µm; Lower: digitally magnified views of the boxed areas in the upper panels. *n* = 10. Data represent the mean ± SEM (*P < 0.05, ***P < 0.005 vs. indicated control, Student’s *t* test).

### Skewed TCR Vβ repertoires and diluted TREC of DN T cells

Antigen-driven selection of T cells can lead to a narrowed TCR Vβ repertoire^39^. To confirm this, we assessed the Vβ gene usage of CD4, CD8 and DN T cells from both B6 and B6.*lpr* mice at the indicated ages. Diverse Vβ gene usage by different subset T cells from the indicated mice was revealed by flow cytometry. Interestingly, DN T cells in spleens from 10-months-old B6.*lpr* mice displayed increased frequency of TCR Vβ chain encoded by Vβ5.1/5.2, Vβ8.1/8.2, and Vβ8.3 gene families compared with either 10-month-old B6 or 5-month-old B6.*lpr* mice (Fig. 7a). Importantly, marginal zone macrophage depletion accelerated this age-associated enrichment, suggesting that the dominance of Vβ5 and Vβ8 might be a consequence of selective expansion driven by self-antigens (Fig. 7a). 

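The TCR sequences came from 1 MRL.lpr mouse, a lupus-prone strain, at 16 weeks of age. From its spleen, 1000000 cells each of the CD4, CD8 and DN subsets were sorted by flow cytometry, and the mRNA of each subset was made into 1 library with a Takara SMARTer kit that copies both TCR alpha and TCR beta mRNA. The authors aligned and assembled the reads with MiXCR, a program that groups reads sharing a CDR3 sequence into a clonotype. The deposited values were the count of reads of each clonotype and its fraction of all reads in that library, with the nucleotide and amino acid sequence of the CDR3 and the best matching V, D and J genes. The files held 133770 reads in 44891 clonotypes for CD4 T cells, 150976 reads in 81313 clonotypes for CD8 T cells and 194375 reads in 42026 clonotypes for DN T cells. Clonotypes with TRBV and TRBJ genes made up nearly all of them, with 133667, 150874 and 194290 reads in CD4, CD8 and DN T cells, and the shares of TCR beta reads were computed over these totals. The remaining 84, 101 and 78 clonotypes, almost all of them TCR alpha, were left out of these shares. Clonotypes with a single read made up 62.1% of TCR beta clonotypes in CD4, 68.9% in CD8 and 56.5% in DN T cells. Because there was 1 library per subset, no difference between subsets had a replicate check, and a test on the reads of 2 libraries compares those libraries, not the conditions. The 95% intervals of shares are Wilson intervals. PCR reads without molecular identifiers are not independent molecules, and the paper's text names no such identifiers, so the intervals cover counting error only.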

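The 10 largest TCR beta clonotypes held 10445 reads in DN T cells, 5.38% of TCR beta reads (95% interval 5.28 to 5.48%). They held 6274 reads in CD8 T cells, 4.16% (4.06 to 4.26%), and 5692 reads in CD4 T cells, 4.26% (4.15 to 4.37%). The share in DN T cells was 1.29 times that in CD8 T cells (two-sided Fisher's exact test on the reads of the 2 libraries, p = 4.4e-62) and 1.26 times that in CD4 T cells (same test, p = 1.44e-48). These p-values treat every read as independent. When clonotypes were resampled in place of reads, the ratio of DN to CD8 T cells had a 95% bootstrap interval of 0.591 to 3.56 and the ratio of DN to CD4 T cells one of 0.712 to 2.40, so neither difference exceeded the variation from the presence or absence of single clonotypes. The libraries also differed in how the reads were spread within the top 10. In CD8 T cells, a single clonotype, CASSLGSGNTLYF with TRBV13-1 and TRBJ1-3, held 3260 reads, 2.16% of the library (2.09 to 2.24%). The largest clonotype of DN T cells, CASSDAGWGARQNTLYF with TRBV13-1 and TRBJ2-4, held 1374 reads, 0.707% (0.671 to 0.745%), and that of CD4 T cells, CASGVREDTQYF with TRBV13-2 and TRBJ2-5, held 1484 reads, 1.11% (1.06 to 1.17%). The alternative that moved the ratio of DN to CD8 T cells most was to leave out the largest clonotype of each library, which gave 2.31. The ratio fell to 0.926 when clonotypes with a single read were left out of the totals, since such clonotypes held 37.1% of TCR beta reads in CD8 T cells and 12.2% in DN T cells. Of the 10 largest clonotypes of DN T cells, 3 were also among the 10 largest of CD8 T cells. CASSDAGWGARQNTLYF ranked 1 in DN T cells and 8 in CD8 T cells with 225 reads, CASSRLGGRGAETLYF (TRBV4 and TRBJ2-3) ranked 2 and 9 with 1339 and 212 reads, and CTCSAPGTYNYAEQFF (TRBV1 and TRBJ2-1) ranked 6 and 10 with 1142 and 188 reads. All 10 were present in both other libraries, at 15.4 to 26.9% of their DN share in CD8 and 3.68 to 7.38% in CD4 T cells. DN T cells or their RNA mixed into those libraries were not excluded, so this sharing is no measure of origin. From the larger proportion of the top 10 clonotypes in DN T cells, the paper concludes that some clone types of DN T cells were selectively expanded. It also cites the shares of ranks 11 to 100 and of the top 100. For ranks 11 to 100 the ratio of DN to CD8 T cells was 2.66, with an interval of 2.17 to 3.30 when clonotypes were resampled. Against CD4 T cells it was 1.29, with an interval of 1.11 to 1.57.

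**Figure D1:**
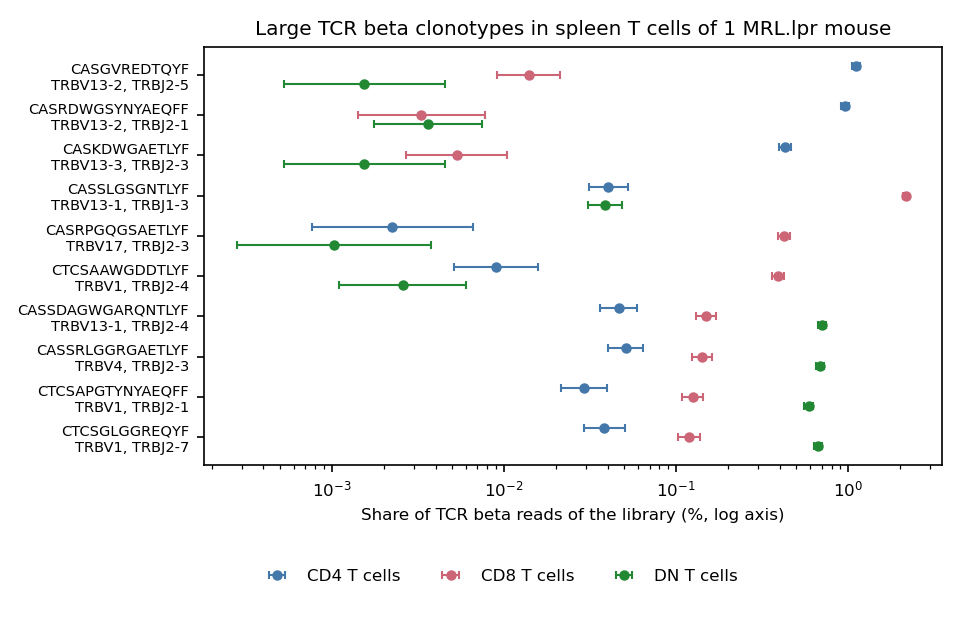
Share of TCR beta reads (log axis, percent of the library) of the 3 largest clonotypes of each library and of the clonotypes in the top 10 of more than 1 library, in 1 library per subset from 1 MRL.lpr mouse. Points are the shares and bars their 95% Wilson intervals. The largest clonotypes of DN T cells were present in the CD8 and CD4 libraries at 0.119 to 0.149% and 0.0292 to 0.0509%, while the 3 largest of CD4 T cells held at most 0.00360% of the reads of DN T cells.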

Of note, T-cell receptor (TCR) beta chain sequence analysis revealed a higher proportion of top ten clonotypes in DN T cells from MRL.lpr mouse which confirmed the selective expansion of some clone types of DN T cells (Supplementary Table 1, Supplementary Fig. 19). Consistently, increased clonal space occupation by Vβ5 clonotypes was also observed in DN T cells from MRL.lpr mouse (Supplementary Fig. 20, Supplementary Table 2). 

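Vβ5 is an older family name. In the gene names used by the files, Vβ5.2 is TRBV12-1 and Vβ5.1 is TRBV12-2, as the RefSeq gene list of the mouse assembly GRCm38.p6 pairs them, while TRBV5 is the gene formerly called Vβ1. TRBV12-1 and TRBV12-2 together held 371 reads in DN T cells, 0.191% of TCR beta reads (95% Wilson interval 0.173 to 0.211%). They held 545 reads in CD8 T cells, 0.361% (0.332 to 0.393%), and 377 reads in CD4 T cells, 0.282% (0.255 to 0.312%). The share in DN T cells was therefore 0.529 times that in CD8 T cells (two-sided Fisher's exact test on the reads of the 2 libraries, p = 9.35e-22) and 0.677 times that in CD4 T cells (same test, p = 1.12e-07). When clonotypes were resampled, the interval of the ratio was 0.348 to 0.752 against CD8 T cells and 0.446 to 0.999 against CD4 T cells. The 2 genes differed, since TRBV12-1 alone had a share in DN T cells 0.764 times that in CD8 and 1.36 times that in CD4 T cells, while for TRBV12-2 these ratios were 0.399 and 0.443. Of the reads with these genes, 147 in DN T cells, 452 in CD8 T cells and 231 in CD4 T cells were in frame without a stop codon. The alternative that moved the comparison with CD8 T cells most, and reversed it, was to count TRBV5 in place of TRBV12-1 and TRBV12-2. TRBV5 held 13374 reads in DN T cells, 6.88% (6.77 to 7.00%), against 7616 reads in CD8 T cells, 5.05% (4.94 to 5.16%), a ratio of 1.36 (Fisher's exact test, p = 1.2e-112). The ratio had a 95% interval of 1.16 to 1.60 when clonotypes were resampled. In CD4 T cells TRBV5 held 13490 reads, 10.1% (9.93 to 10.3%), a larger share than in DN T cells, which had 0.682 times that of CD4 T cells (Fisher's exact test, p = 5.92e-234). For comparison, the Vβ8.3 gene TRBV13-1 held 20.4% of reads in DN T cells (20.2 to 20.6%), 12.6% in CD8 T cells (12.4 to 12.8%) and 13.4% in CD4 T cells (13.2 to 13.6%). It had the largest share of any V gene in DN T cells, while TRBV13-3 had the largest share in CD8 T cells with 14.9% and TRBV13-2 in CD4 T cells with 14.6%. The share of Vβ8.3 in DN T cells was 1.62 times that in CD8 T cells, with a bootstrap interval over clonotypes of 1.20 to 2.08, and 1.52 times that in CD4 T cells, with an interval of 1.33 to 1.73. The share of the Vβ8.1/8.2 genes TRBV13-3 and TRBV13-2 was 23.4% in DN T cells (23.2 to 23.6%), between the 24.8% of CD8 T cells (24.5 to 25.0%) and the 20.4% of CD4 T cells (20.2 to 20.7%), and the bootstrap intervals of the ratios, 0.853 to 1.04 and 0.981 to 1.33, included 1. These 2 genes moved in opposite directions. The share of TRBV13-3 in DN T cells was 0.786 times that in CD8 and 2.02 times that in CD4 T cells, and that of TRBV13-2 was 1.19 and 0.798 times.

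**Figure D2:**
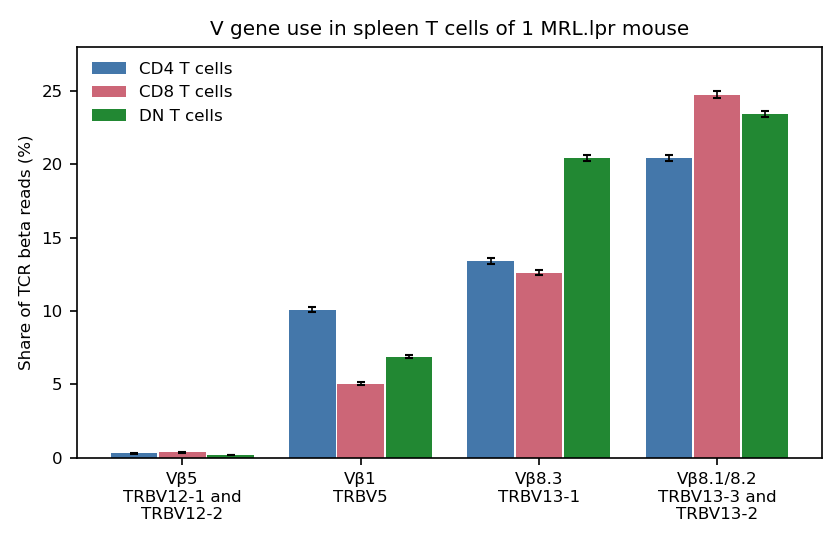
Share of TCR beta reads (percent of the library) with the V genes of Vβ5, Vβ1, Vβ8.3 and Vβ8.1/8.2 in CD4, CD8 and DN T cells, 1 library each. Bars are shares and error bars 95% Wilson intervals, and the bars of Vβ5 lie between 0.191 and 0.361% while those of TRBV5 lie between 5.05 and 10.1%.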

We next utilized human peripheral blood mononuclear cells (PBMCs) isolated from SLE patients and healthy donors, and confirmed the preferential usage of Vβ5 and Vβ8 by CD8 and DN T cells from SLE patients but not healthy donors (Fig. 7b), further suggesting the possibility that DN T cells develop from self-antigen-stimulated CD8 T cells in SLE.

**Fig. 7:**
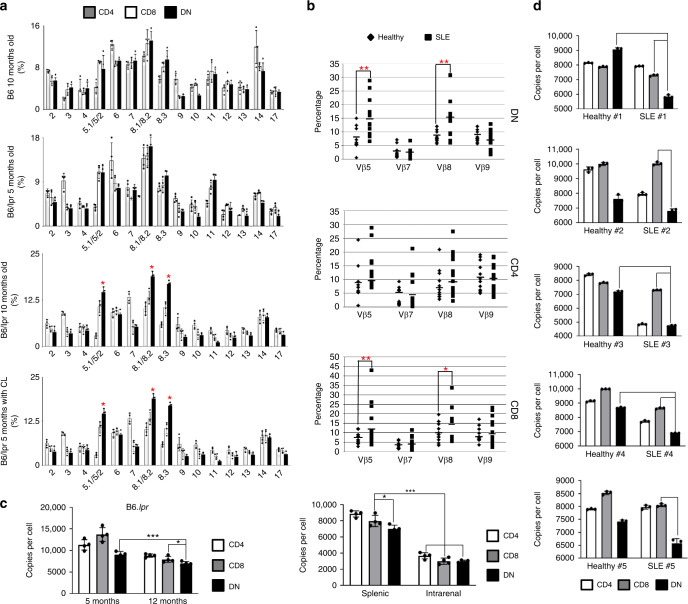
Skewed TCR Vβ repertoires and diluted TREC of DN T cells. **a** Bar graphs show quantitation of TCR Vβ usage by CD4, CD8, and DN T cells of spleens from indicated mice. CD4 T cells: CD3^+^TCRβ^+^NK1.1^−^CD4^+^, CD8 T cells: CD3^+^TCRβ^+^NK1.1^−^CD8^+^, DN T cells: CD3^+^TCRβ^+^NK1.1^−^CD4^−^CD8^−^, bottom: female B6.*lpr* mice were treated with clodronate liposomes (CLs, 100 ug/mouse) every other week for 2 months total starting at 3 months of age. *n* = 4 mice per group. **b** Scatter plots show the quantitation of TCR Vβ usage by DN, CD4, and CD8 T cells in PBMC from either healthy controls or SLE patients. CD4 T cells: CD3^+^TCRβ^+^CD56^−^CD4^+^, CD8 T cells: CD3^+^TCRβ^+^CD56^−^CD8^+^, DN T cells: CD3^+^TCRβ^+^CD56^−^CD4^−^CD8^−^. *n* = 12 each group. **c** Left: quantitative real-time PCR analysis of TCR excision circles in CD4, CD8, and DN T cells in spleens from B6.*lpr* with indicated ages. Right: quantitative real-time PCR analysis of TCR excision circles in CD4, CD8, and DN T cells from either spleens or kidneys of 12-months-old female B6.*lpr* mice (*n* = 4 mice per group). **d** Quantitative real-time PCR analysis of TCR excision circles in CD4, CD8, and DN T cells (gated in CD3^+^TCRαβ^+^CD56^−^) in PBMC from five SLE patients and five matched healthy controls with three technical replicates for each sample. Data represent the mean ± SEM (*P < 0.01, **P < 0.05, ***P < 0.005 vs. indicated controls). Two-tailed unpaired Student’s *t* test was used when only two groups were compared, and the one-way ANOVA was applied with comparison of more than two groups.

Peripheral proliferation could also be determined by T-cell receptor excision circle (TREC) dilution analysis since TRECs are extrachromosomal DNA byproducts of T-cell receptor (TCR) rearrangement^40^, which are non-replicative. Quantitative real-time PCR assay revealed that the TREC numbers in all T-cell subtypes from MRL.*lpr* mice were reduced as compared with cells from MPJ mice (Fig. 7c). Moreover, a significant reduction of TREC numbers was observed in all subsets of intrarenal T cells compared with their counterparts from spleens (Fig. 7c). Importantly, the DN T cells have the lowest TREC numbers, suggesting that the DN T cells acquire a proliferated phenotype in vivo (Fig. 7c). To build a clinical connection with human SLE, we measured TRECs in sorted T cells from both SLE patients and healthy controls. Since TRECs generally show an inverse correlation with age, comparison was only conducted between indicated SLE patients with strictly age-matched healthy controls. Significant reductions of TREC numbers in DN T cells from SLE patients were observed in all compared groups (Fig. 7d), suggesting they went through clonal proliferation and expansion in vivo.

## Discussion

The importance of expanded DN T cells has been exploited in several autoimmune diseases, including SLE^34^, autoimmune lymphoproliferative syndrome^41^, Sjogren’s syndrome^42^, and aplastic anemia^43^, which are believed to be driven/exaggerated by autoantigens derived from uncleared apoptotic cell blebs^2,44^. MZMs surrounding the splenic follicles have been reported with the capability of both efficient clearance to ACs and induction of immune tolerance to ACs^15,17,18^. Numerical reduction and functional defects of marginal zone macrophages were shown not only in lupus-prone mice but also in SLE patients^16,18–20^, which suggest that they are common features for lupus. Here, we provided the missing link between the impaired apoptotic cell clearance with DN T-cell expansion in vivo (Supplementary Fig. 21). First, we demonstrated self-antigens derived from apoptotic cells can activate self-reactive CD8 T cells, which give rise to DN T cells through the downregulation of CD8 expression on the cell surface. CD8 T cells specific for antigen delivered to immune-privileged sites were described as CD8 T_regs_ by limiting effector T-cell responses^45–49^. The importance of CD8 expression for CD8 T-cell mediated suppression was shown by BXSB. In *Yaa* *Cd8α*^−*/*−^ mice, the deficiency of CD8^+^ suppressor T cells leads to an accelerated and more severe form of spontaneous lupus-like autoimmune syndrome compared with BXSB.*Yaa* inbred mice^50^. The whole process of conversion from CD8 into DN T cells contributes to the pathogenesis of lupus considering the fact that this self-reactive T population lost their potential regulatory function and acquired a pro-inflammatory phenotype, including enhanced tissue migration ability and IL-17 production. Our study further underscores the contribution of DN T cells in the pathogenesis of autoimmunity by providing help to B cells to produce autoantibodies. This finding is consistent with the observation that the therapeutic effects of rapamycin in SLE were associated with the reduction of IL-17-producing DN T cells^51^. Of note, rapamycin did not block the polarization of anti-inflammatory macrophages in vitro^52^, which suggested the intrinsic requirement of mTOR for DN T-cell activation.

Since CD8 expression is essential in stabilizing the interaction between TCR with antigens presented on MHC I complex, it remains unclear what factors help maintain the pathogenic DN T-cell population in vivo. The augmented expansion of DN T cells under inflammatory milieu with MZM deficiency, mimicking the lupus milieu, suggest that skewed combination of pro- and anti-inflammatory cytokine stimulation provides additional signals for DN T-cell activation, expansion, and survival. Of note, our previous report suggests that antigens derived from exogenous infections could not induce downregulation of CD8 expression regardless of the levels of activation or proliferation of antigen-specific CD8 T cells, which is consistent with fact that the expansion of DN T cells was only observed in autoimmune diseases but not in infectious diseases^13^. Last but not least, the clinical observation that DN T cells from SLE patients acquired proliferating or proliferated phenotype (Ki67 expression, diluted TREC, and narrowed TCR repertoire), is concomitant to our findings in mice that autoantigen activated CD8 T cells differentiate into DN T cells.

Potential limitations of our study include the difficulties to assess MZM defects in SLE patients using peripheral blood. Because the circulating monocytes can function as MZM precursors^53^, additional studies of human SLE are warranted to explore whether the central defects underlying the gradual changes in MZMs start with circulating precursors. Such information may provide useful tools for early disease diagnoses. Moreover, more evidence is required to confirm that in patients with SLE, abnormalities in marginal zone barrier occur prior to the expansion of DN T cells. Although the presence of DN T cells is not in dispute, they are largely ignored by immunologists because of their poorly understood origin^54^. Here, we provide evidence that disturbed cytokine milieu plus excessive apoptotic debris in lupus facilitate the conversion of self-reactive CD8 T cells to IL-17-producing DN T cells.

## Methods

### Mice

*DsRed* B6*, OT1* B6*, Cd45.1* B6*, OT-II* B6*, Thy1.1* B6, m-OVA B6, *Rag1*^−/−^ B6, *Il17a-GFP, Aire*^−/−^ B6, B6.*lpr*, MPJ, MRL.*lpr* mice were obtained from The Jackson Laboratories. Two-month-old female mice were used unless the age and sex were otherwise specified. All mice were maintained under specific pathogen-free conditions, and all procedures were approved by the Institutional Animal Care Committee of Beth Israel Deaconess Medical Center, Harvard Medical School.

### Human samples

Peripheral blood from patients with SLE and healthy volunteers and kidney biopsy samples used in this study were procured under Beth Israel Deaconess Medical Center IRB number 2006P000298 and approved informed consent. Kidney tissue from lupus patients was snap-frozen immediately after renal biopsy and stored at −80° until analyzed.

### In vivo AC and CL administration

For in vivo administration of ACs, mice were injected i.v. with 2 × 10^7^ apoptotic thymocytes. For depletion of MZMs, mice were treated i.v. with 100 μg of CL (Encapsula NanoSciences, Nashville, TN) 4 h before AC transfer^15^. Control mice were treated with PBS liposomes.

### In vivo cell transfer

For in vivo cell adoptive transfer, indicated T cells were labeled with CFDA cell tracer (Catalog number: v12883, Thermofisher Scientific) according to manufacture’s instruction and transferred i.v. into the indicated recipients (5 × 10^6^ per mouse).

### TREC assay

DNA was purified from T cells using the QIAamp DNA mini kit (Cat No. 51304, QIAGEN). To detect TREC, a real-time quantitative PCR (RQ-PCR) method was used. The primer and probe sequences are listed; human: forward, 5′-CACATCCCTTTCAACCATGCT-3′. Reverse, 5′-GCCAGCTGCA GGGTTTAGG-3′, probe FAM-5′-ACACCTCTGG TTTTTGTAAAGGTGCCCACT-3′-TAMRA. Mouse: forward, FAM-5′-CATTGCCTTTGAACCAAGCTG-3′, reverse, 5′-TTATGCACAGGGTGCAGGTG-3′, probe, FAM–CAG GGC AGG TTT TTG TAA AGG TGC TCA CTT-3′-TAMRA.

### qRT-PCR analysis

Real-time quantitative PCR was carried out using the following primers: *Il6*, 5′-TCCAGTTTGGTAGCATCCATC-3′ (forward), 5′-CCGGAGAGGAGACTTCACAG-3′ (reverse); *Il10*, 5′-AATTCCCTGGGTGAGAAG-3′ (forward), 5′-TGCAGTTGATGATGAAGATGTC-3′ (reverse); and *Tgf*β*1*: 5′-CTACTATGCTAAAGAGGTCAC-3′ (forward), 5′-CATGTTGCTCCACACTTG-3′ (reverse). *Il23*: 5′-AGTGTGAAGATGGTTGTGAC-3′ (forward), 5′-CTGGAGGAGTTGGCTGAG-3′(reverse).

### Histology of frozen sections and confocal imaging analysis

Mouse spleens or kidneys were embedded in OCT tissue media (Tissue-Tek) and frozen on dry ice. Frozen sections (7-μm thickness) were fixed to slides in ice-cold acetone for 15 min and air dried for 30 s. The sections were blocked with 2% BSA for 30 min at room temperature and then stained for 30 min at room temperature in a humidified chamber with fluorescently labeled antibody cocktails and Hoechst 33258 (Life Technologies). The following fluorescence antibodies were applied according to the manufacturer’s instructions: anti-mouse MARCO (BIO-RAD), anti-mouse CD45.1 (Clone A20,Biolegend), anti-mouse CD4 (Clone GK1.5, Biolegend), anti-mouse CD8 (Clone 53–6.7, Biolegend), anti-mouse CD90.1 (Clone OX-7, Biolegend), anti-mouse TCRβ (Clone B20.6, Biolegend), goat anti-mouse IgG cross-adsorbed secondary antibody (ThermoFisher Scientific). All tissue sections were mounted in Prolong Gold Antifade Mountant (Thermo Fisher Scientific) and viewed with Zeiss LSM510 Upright Confocal System.

### In vivo BrdU incorporation and detection

Mice were injected i.p. with BrdU (Life technologies) 12 h and 0.5 h before the analysis. Single-cell suspensions were prepared from harvested spleens and stained with FITC-conjugated anti-Brdu antibody (Catalog number: RUO-559619, BD Biosciences) at 4 °C following the manufacturer’s instruction.

### ELISA-based assay of urinary albumin:creatinine ratio

Mice were placed in customized spot urine cages individually for 24 h, and urine samples were collected. Urine albumin was determined using a Mouse Albumin ELISA Quantitation Kit (Catalog number: E99-134, Bethyl Laboratories) following the manufacturer’s instruction. Urine creatinine was measured by Creatinine Parameter Assay Kit (R&D system) following the manufacturer’s instruction.

### Administration of minicircle DNA constructs in vivo

The minicircle DNA constructs were generated as previously described^31^. Briefly, a single isolated colony from a fresh plate was grown for the first 8 h in Luria–Bertani broth with ampicillin, inoculated into Terrific broth for further expansion and grown for 17 additional hours. Subsequently, the medium was replaced with fresh Luria–Bertani broth containing 1% L-arabinose. After adding one-half volume of fresh low salt Luria–Bertani broth (pH 8.0) containing 1% L-arabinose, the incubation temperature was increased to 37 °C and the incubation continued for two additional hours. Episomal DNA circles were prepared from bacteria using the Endofree Qiagen Megaprep plasmid purification kits (Chatsworth, CA). Hydrodynamic delivery of 8 μg MC DNA per mouse was performed via tail vein injection in a total volume of ~10% of the mouse body weight within a period of 5–7 s in all experiments. Eight-week-old mice were used and sustained high levels of targeted gene expression in vivo were achieved.

### Flow cytometry

Cell suspensions were prepared from spleens and stained at 4 °C in PBS containing 2% FCS and 0.5% EDTA after FcγRII/III blocking. The following fluorescence antibodies were applied according to the manufacturer's instructions: anti-mouse-CD4 (Clone GK1.5), anti-mouse-CD8 (Clone 53–6.7), anti-mouse-TCRβ (Clone H57-597), anti-mouse-Ly49 (Clone 14B11), anti-mouse-CD3 (Clone 145-2C11), anti-mouse-NK1.1 (Clone PK136), anti-mouse-CD45.1 (Clone A20), anti-mouse-CD90.1 (Clone OX-7), anti-mouse/human B220 (Clone RA3-6B2), anti-human-CD56 (Clone 39D5), anti-human-CD4 (Clone A161A1), anti-human-CD8 (Clone HIT8a), anti-human-CD3 (Clone APA1/1), anti-human-TCRα/β (Clone IP26). All antibodies were from either eBioscience or BioLegend except Mouse Vβ TCR Screening Panel (BD Biosciences) and diluted according to manual from the manufacturer’s website. Dead cells were excluded using Fixable Viability Dye staining (Life Technologies).

### TCR repertoire analysis

Splenic CD4, CD8, and DN T cells were FACS sorted from a 16-week-old MRL.*lpr* mouse, and mRNAs were extracted from 1 millon of each subset using Qiagen RNA isolation kit (catalog number: 74106). The Library preparation and TCR profiling were performed using Takara SMARTer Mouse TCRα/β profiling kit (catalog number: 634402). The alignment and assembly of the RNA-seq reads and the exporting of the clonotypes were conducted using MiXCR.

### Peptide:MHC II tetramer-based enrichment

Tetramer was prepared as previous described^33,55^. Single-cell suspension was prepared. PE-conjugated tetramer was added at a concentration of 4–50 nM, depending on the saturating dose for each production batch, and the cells were incubated at room temperature for 1 h, followed by a wash in 15 ml of ice-cold sorter buffer (PBS + 2% fetal bovine serum, 0.1% sodium azide). The tetramer-stained cells were then resuspended in a volume of 0.4 ml of sorter buffer, mixed with 0.1 ml of anti-PE antibody-conjugated magnetic microbeads (Miltenyi Biotech), and incubated on ice for 20 min, followed by two washes with 10 ml of sorter buffer. The cells were then resuspended in 3 ml of sorter buffer and passed over a magnetized LS column (Miltenyi Biotech). The column was washed with sorter buffer and then removed from the magnetic field. The bound cells were obtained by pushing 5 ml of sorter buffer through the column with a plunger. The resulting enriched fractions were resuspended and was stained with a cocktail of fluorochrome-labeled antibodies^55^.

### Statistics

All results are shown as the mean ± SEM. A two-tailed, unpaired Student’s *t* test was used when only two groups were compared for statistical differences. For a comparison of more than two groups, the one-way ANOVA was applied. *P* values <0.05 were considered significant.

### Study approval

For human studies, written informed consent was obtained from all participants, and all studies were approved by the institutional review board (Committee on Clinical Investigations) at BIDMC. All animal studies were approved by the Institutional Animal Care and Use Committee at BIDMC.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

TCR sequence data have been deposited in the NCBI Gene Expression Omnibus database under the primary accession code GSE149239. Source data are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Systemic lupus erythematosus favors the generation of IL-17 producing double negative T cells
**Source:** Nat Commun. 2020 Jun 5;11:2859. doi: 10.1038/s41467-020-16636-4
**Supplement:** Supplementary file 1 — Supplementary Information

# **Systemic lupus erythematosus milieu favors the generation of IL-17 producing double negative T cells**

Li H, Tsokos G *et al.*

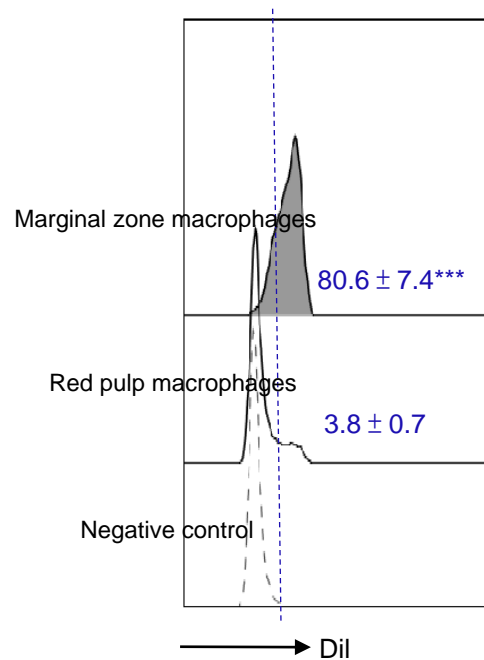

### Supplementary Figure 1. Characterization of liposome delivery specificity in vivo.

B6.*lpr* mice were treated with Dil-liposome (100ug/mouse). Mice were euthanized 30 min after administration for analysis. Flow cytometry analysis of targeting specificity by examining Dil intensity in different splenic subset macrophages. Red pulp macrophages: CD11b<sup>+</sup>CD68<sup>+</sup>F4/80<sup>+</sup>, Marginal zone macrophages: CD11b<sup>lo</sup>F4/80<sup>+</sup>I-A<sup>b</sup>-SIGN-R1<sup>+</sup>,  $n = 3$  mice per group. Data represent the mean  $\pm$  SEM (\*\*\*)  $P < 0.005$  vs. control, two-tailed student's  $t$  test;  $n = 3$  mice per group).

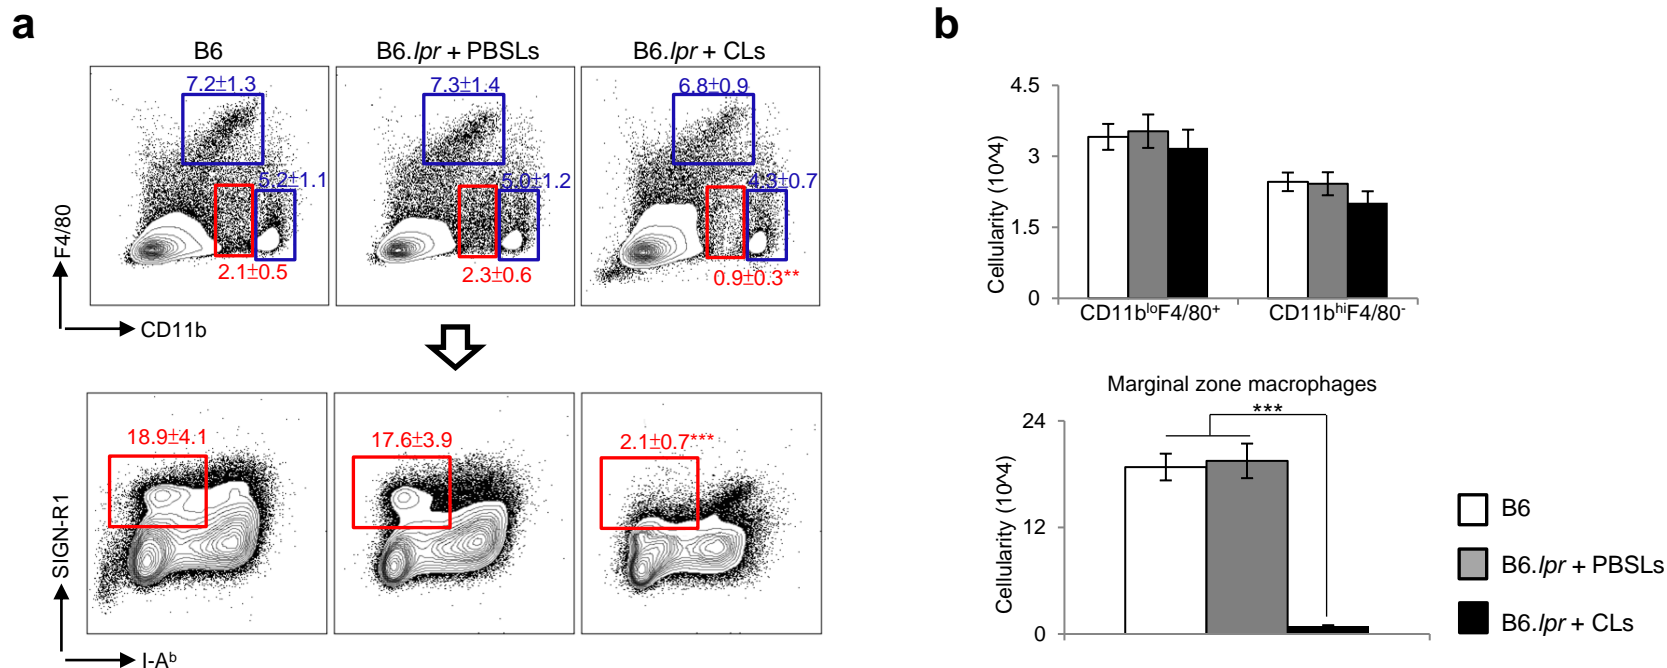

### Supplementary Figure 2. Depletion of MZMs *in vivo* by CLs.

Age-matched female B6.*lpr* mice were treated with either PBS-loaded control liposomes (PBSLs) or clodronate liposomes (CLs, 100 ug/mouse) every other week for 2 months total starting at 10 weeks of age. Naïve B6 mice were used as control. (a) Flow cytometry quantitation of the percentage of MZMs (CD11b<sup>lo</sup>F4/80<sup>+</sup>I-A<sup>b</sup>-SIGN-R1<sup>+</sup>) in the spleens from indicated mice. Data represent the mean ± SEM. (b) Bar graphs show the cellularity of indicated populations in the spleens of indicated mice. (\*\**P* < 0.01, \*\*\**P* < 0.005 vs. control, two-tailed student's *t* test; *n* = 5-6 mice per group for 2 independent experiments).

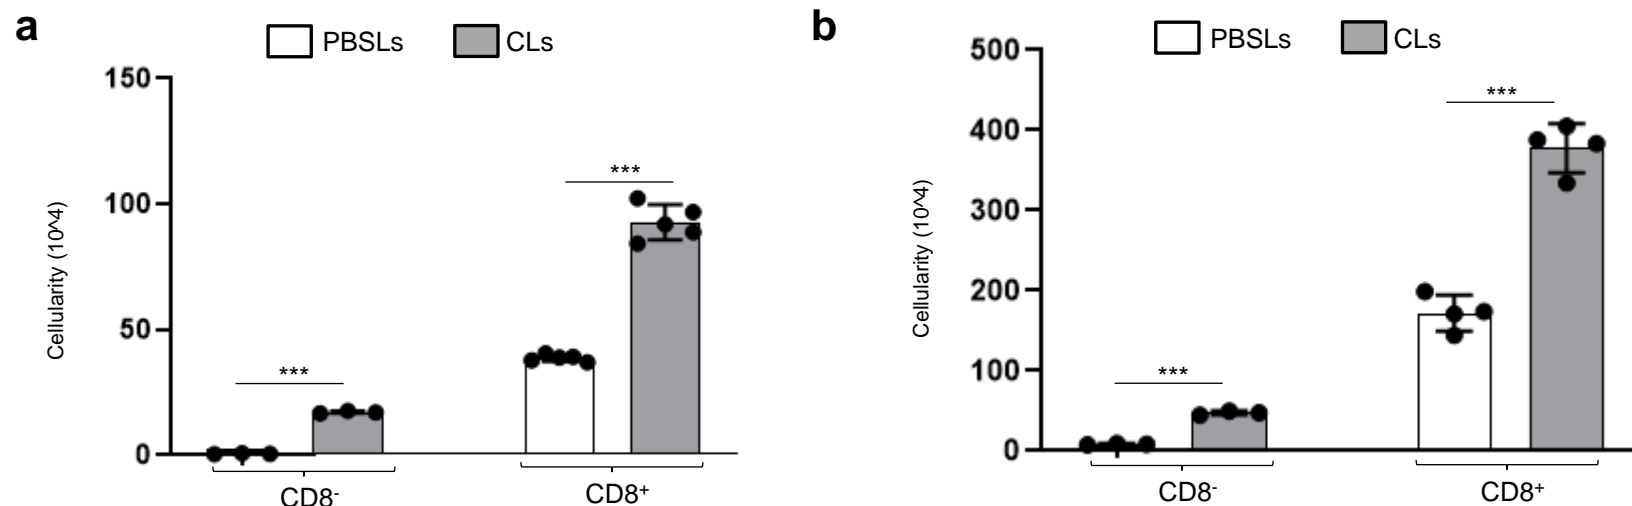

**Supplementary Figure 3. Exposure to self-antigens derived from apoptotic cell debris expands DN like T cells from CD8<sup>+</sup> T cells.**

(a) OT-I TCR Tg CD8 T cells from CD45.1 OT-I TCR Tg *Rag1*<sup>-/-</sup> B6 mice were transferred i.v. ( $5 \times 10^6$  per mouse) into B6 mice. Recipients were administered CLs or control liposomes, apoptotic thymocytes prepared from m-OVA Tg mice ( $2 \times 10^7$  per mouse), 12 hrs and 16 hrs later sequentially. After an additional 72 hrs, mice were sacrificed for analysis. Bar graphs show the cellularity of CD8<sup>+</sup> and CD8<sup>-</sup> OT-I T cells after transfer.

(b) OT-I TCR Tg CD8 T cells from CD45.1 OT-I TCR Tg *Rag1*<sup>-/-</sup> B6 mice were transferred i.v. ( $5 \times 10^6$  per mouse) into m-OVA Tg B6 mice administered CLs or control liposome 4 hrs before and sacrificed after an additional 72 hrs. After an additional 72 hrs, mice were sacrificed for analysis. Bar graphs show the cellularity of CD8<sup>+</sup> and CD8<sup>-</sup> OT-I T cells after transfer.

Data represents the mean  $\pm$  SEM, \*\*\* $P < 0.005$  vs. PBSLs treated controls, two-tailed student's *t* test.  $n = 4-5$  mice per group for 2 independent experiments.

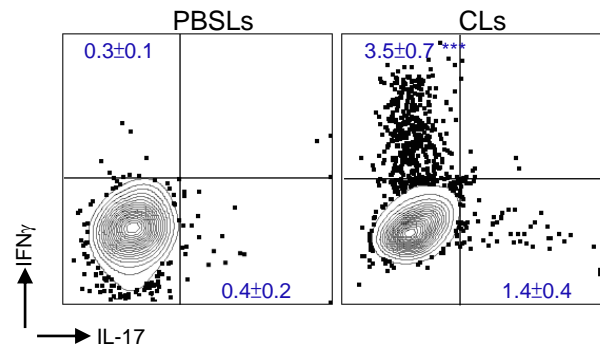

**Supplementary Figure 4. Absence of MZMs drives the activation of transferred OT-II T cells in the presence of exogenous antigens derived from apoptotic thymocytes.**

OT-II TCR Tg CD4 T cells from CD90.1 OT-I TCR Tg Rag1 $^{-/-}$  B6 mice were transferred i.v. ( $5 \times 10^6$  per mouse) into B6 mice. Recipients were administered CLs or control liposome, apoptotic thymocytes prepared from m-OVA Tg mice ( $2 \times 10^7$  per mouse), 12 hrs and 16 hrs later sequentially. After an additional 72 hrs, mice were sacrificed for analysis. Flow cytometry quantitation of the percentage of IL-17 $^+$  and IFN- $\gamma^+$  cells in transferred OT-II TCR Tg CD4 T cells. Data represent the mean  $\pm$  SEM (\*\*\*)  $P < 0.005$  vs. control, two-tailed student's  $t$  test;  $n = 4-5$  mice per group for 2 independent experiments).

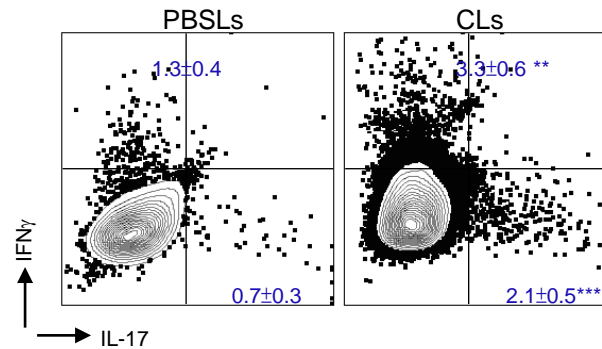

**Supplementary Figure 5. Absence of MZMs drives the activation of transferred OT-II T cells in the presence of endogenous antigens.**

OT-II TCR Tg CD4 T cells from CD90.1 OT-I TCR Tg Rag1<sup>-/-</sup> B6 mice were transferred i.v. ( $5 \times 10^6$  per mouse) into m-OVA Tg B6 mice administered CLs or control liposome 4 hrs before and sacrificed after an additional 72 hrs. Flow cytometry quantitation of the percentage of IL-17<sup>+</sup> and IFN- $\gamma$ <sup>+</sup> cells in transferred OT-II TCR Tg CD4 T cells. Data represent the mean  $\pm$  SEM (\*\* $P < 0.05$ , \*\*\* $P < 0.005$  vs. control, two-tailed student's  $t$  test;  $n = 4-5$  mice per group for 2 independent experiments).

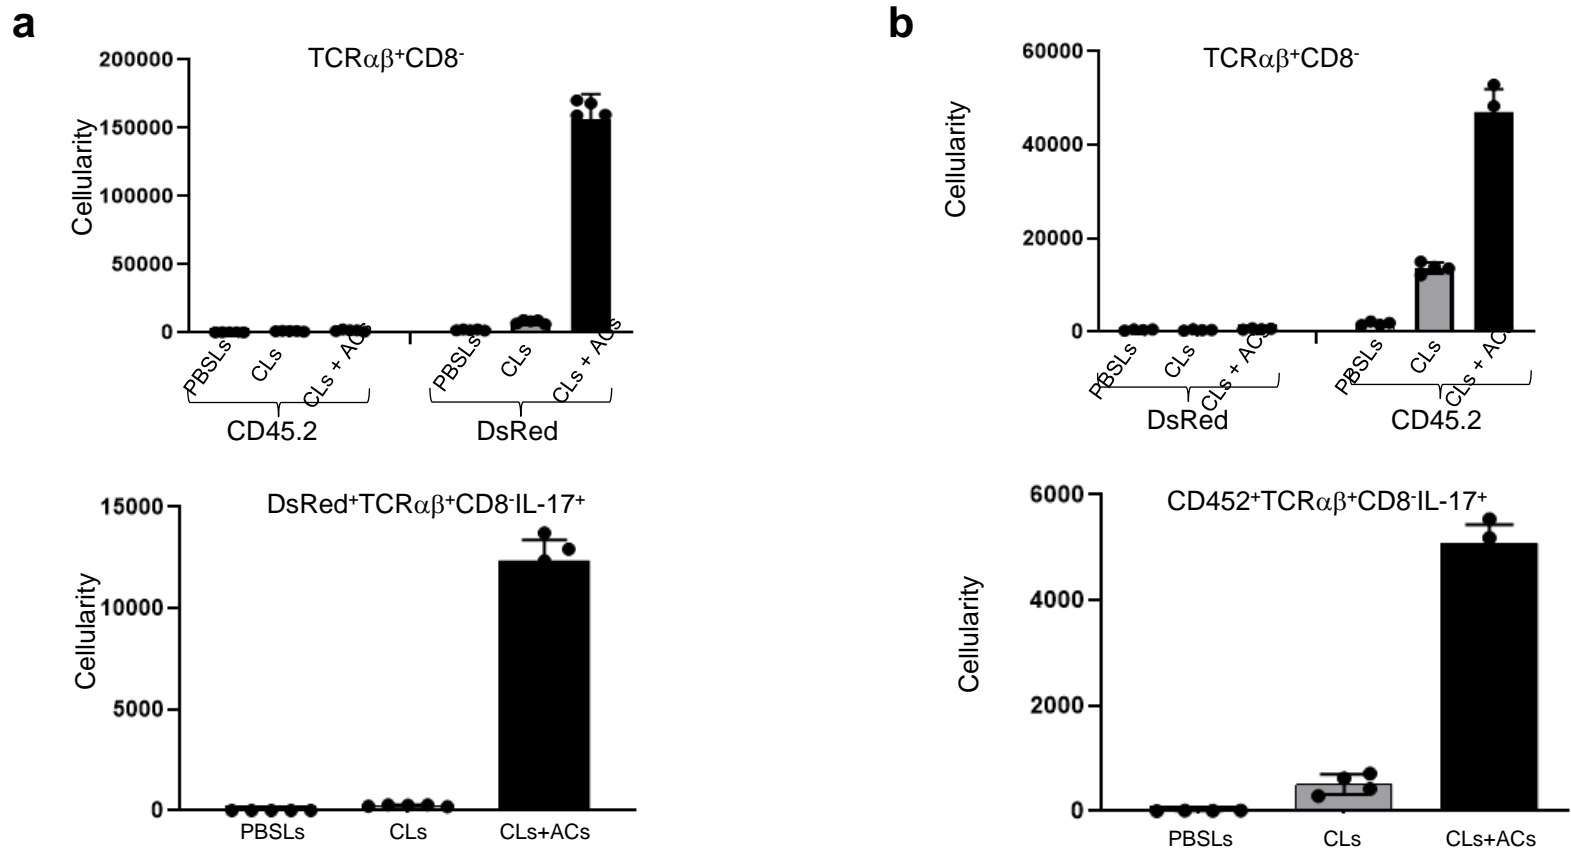

**Supplementary Figure 6. Polyclonal CD8 T cells with a diverse repertoire from autoimmune mice acquired DN T cell like phenotype.**

A mixed population of purified CD8 T cells (TCR $\beta$ +NK1.1<sup>-</sup>CD8<sup>+</sup>,  $2 \times 10^6$ /mouse, 1:1 ratio) from CD45.1 B6 mice and CD45.2 B6.*lpr.DsRed* (a) or from normal CD45.2 B6.*DsRed* mice and CD45.2 B6 *Aire*<sup>-/-</sup> mice (b) were transferred into either CD45.2 B6 (a) or CD45.1 B6 (b) recipients. 12 hrs later, recipients were administered control liposome, CLs, CLs plus apoptotic thymocytes prepared from B6 mice ( $2 \times 10^7$ /mouse). Mice were euthanized after an additional 72 hrs.  $n = 5$  mice per group for 2 independent experiments. Data represent the mean  $\pm$  SEM.

- (a) Upper: Bar graph shows the cellularity of TCR $\alpha\beta$ +CD8<sup>-</sup> T cells derived from transferred T cells in the spleens of CD45.2 B6 recipients with the indicated treatment. Low: Bar graph shows the cellularity of DsRed+TCR $\alpha\beta$ +CD8<sup>-</sup>IL-17<sup>+</sup> T cells derived from indicated donor in the spleens of CD45.2 B6 recipients with the indicated treatment.
- (b) Upper: Bar graph shows the cellularity of TCR $\alpha\beta$ +CD8<sup>-</sup> T cells derived from transferred T cells in the spleens of CD45.1 B6 recipients with the indicated treatment. Low: Bar graph shows the cellularity of CD45.2+TCR $\alpha\beta$ +CD8<sup>-</sup>IL-17<sup>+</sup> T cells derived from indicated donor in the spleens of CD45.2 B6 recipients with the indicated treatment.

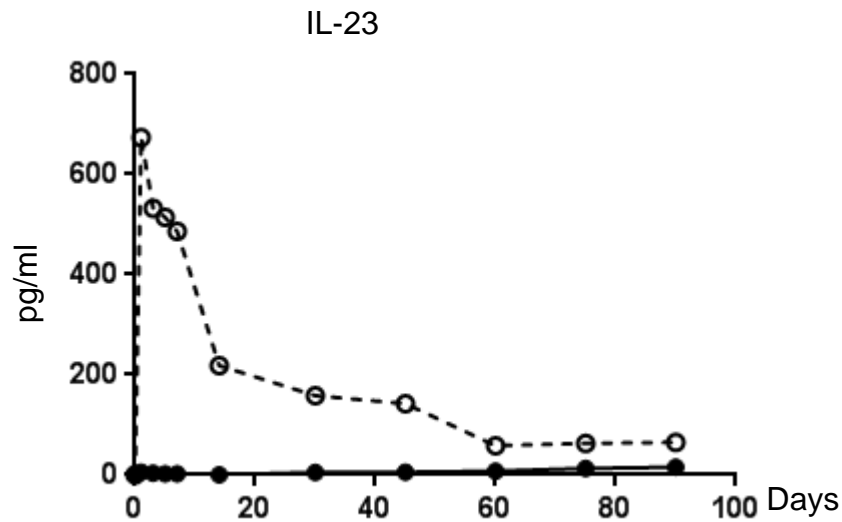

**Supplementary Figure 7. Elevated IL-23 levels in the sera of mice subjected to IL-23 minicircle (MC) administration.**

Eight week-old B6.*lpr* mice were injected i.v. with either GFP or IL-23 MC and euthanized 90 days after administration. GFP MC was applied as control. ELISA analysis of serum titers of IL-23 at the indicated time points after IL-23 minicircle administration.  $n = 5-7$  mice per group in 2 independent experiments. Data represent the mean  $\pm$  SEM ( $n = 5-6$  mice per group for 2 independent experiments).

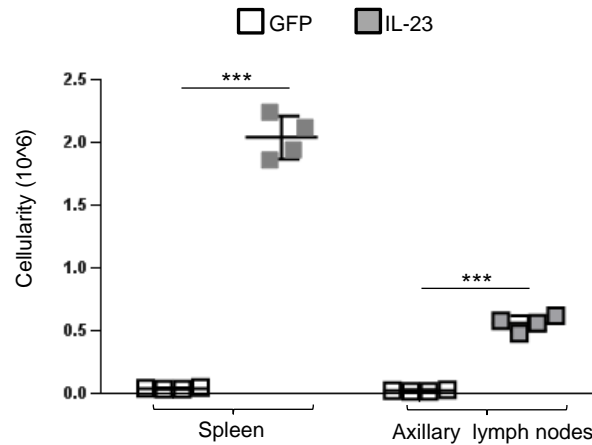

### Supplementary Figure 8. Over-expression of IL-23 *in vivo* drives the expansion of DN T cells.

Eight week-old B6.*lpr* mice were injected i.v. with either GFP or IL-23 MC and euthanized 90 days after administration. Bar graph shows the cellularity of CD3<sup>+</sup>TCRb<sup>+</sup>CD4<sup>-</sup>CD8<sup>-</sup> DN T cells in spleens or lymph nodes from mice with the indicated MC administration. Data represent the mean  $\pm$  SEM. \*\*\* $P < 0.005$  vs. control, two-tailed student's *t* test.  $n = 4$  mice per group for 2 independent experiments.

**a**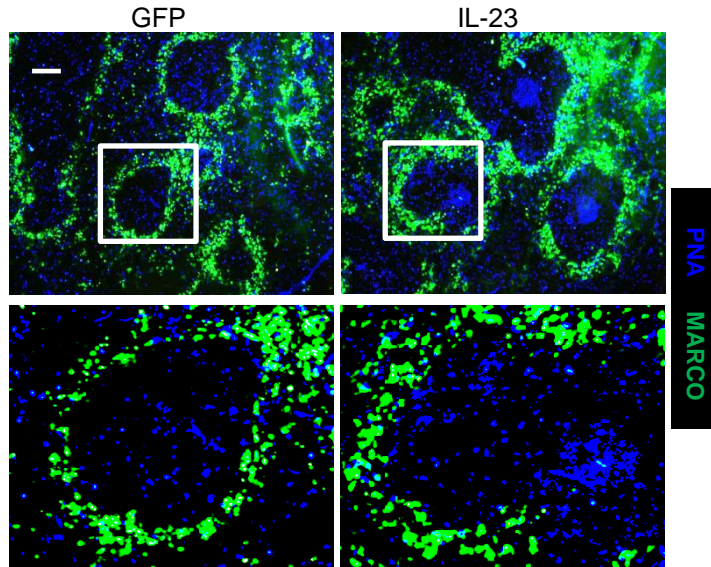**b**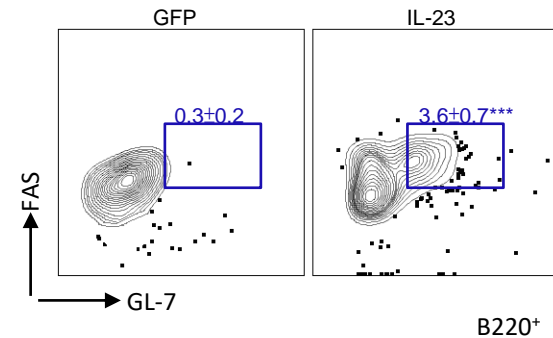

**Supplementary Figure 9. Overexpression of IL-23 *in vivo* promotes germinal center B cell formation without interrupting MZM barrier integrity.**

Eight week-old B6.*lpr* mice were injected i.v. with either GFP or IL-23 MC and euthanized 90 days after administration. (a) Representative immunofluorescent staining of MARCO<sup>+</sup> marginal zone macrophages (Green) and PNA<sup>+</sup> GC B cells (Blue) in the spleens from indicated mice. Upper: magnification, ×4. Scale bar: 200 μm; Lower: Digitally magnified views of the boxed areas in the upper panels. (b) Flow cytometry quantitation of the percentage of GC B cells (CD19<sup>+</sup>PNA<sup>+</sup>FAS<sup>+</sup>) in the spleens from indicated mice. Data represent the mean ± SEM (\*\*\*)  $P < 0.005$  vs. control, two-tailed student's *t* test;  $n = 4$  mice per group for 2 independent experiments).

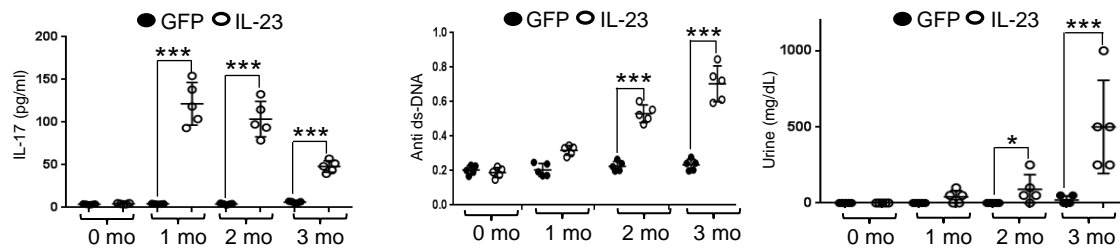

### Supplementary Figure 10. Overexpression of IL-23 *in vivo* promotes inflammation and proteinuria.

Eight week-old B6.*lpr* mice were injected i.v. with either GFP or IL-23 MC and euthanized 90 days after administration. ELISA analysis of serum IL-17 (Left), serum anti-dsDNA IgG (Middle) and proteinuria (Right) from mice with indicated MC administration. Data represent the mean  $\pm$  SEM (\*\* $P < 0.005$  vs. control, two-tailed student's *t* test;  $n = 4$  mice per group for 2 independent experiments).

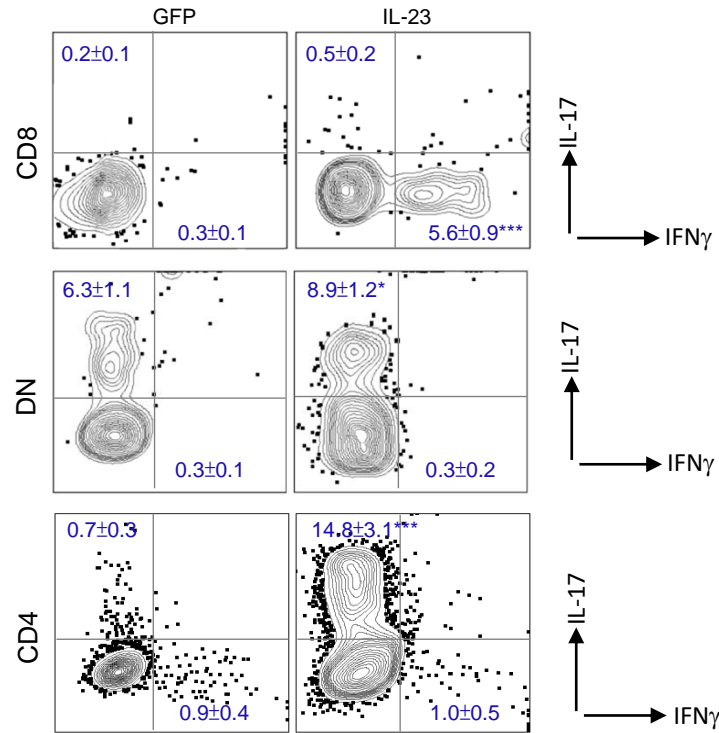

**Supplementary Figure 11. Overexpression of IL-23 *in vivo* promotes IL-17 production in DN T cells.**

Eight week-old B6.*lpr* mice were injected i.v. with either GFP or IL-23 MC and euthanized 90 days after administration. Flow cytometry quantitation of IL-17 and IFN- $\gamma$  expression by splenic CD4, CD8 and DN T cells. Data represent the mean  $\pm$  SEM (\* $P$  < 0.05, \*\*\* $P$  < 0.005 vs. control, two-tailed student's  $t$  test;  $n$  = 4 mice per group for 2 independent experiments).

**a**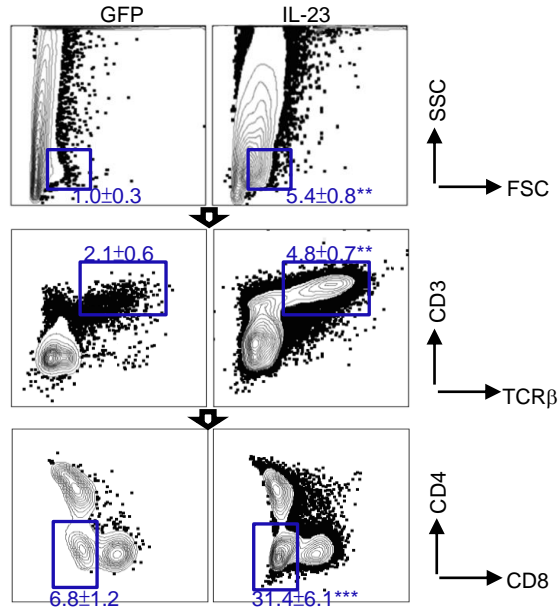**b**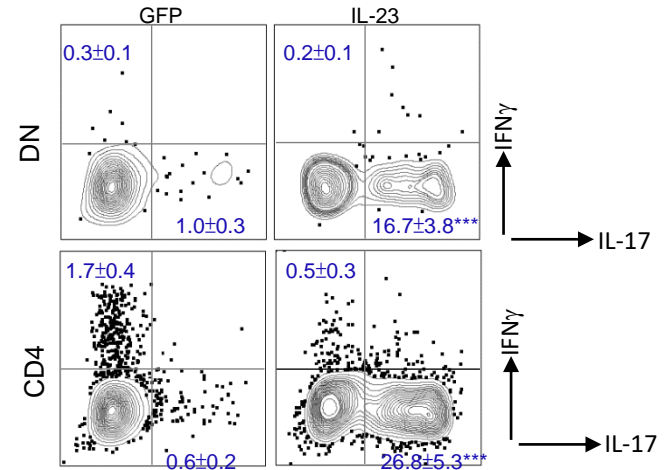

### Supplementary Figure 12. Overexpression of IL-23 *in vivo* promotes intrarenal IL-17-producing DN T cells.

Eight week-old B6.*lpr* mice were injected i.v. with either GFP or IL-23 MC and euthanized 90 days after administration. (a) Flow cytometry analysis of infiltrating T cells in the kidneys from indicated mice. (b) Flow cytometry quantitation of IL-17 and IFN- $\gamma$  production by intrarenal CD4 and DN T cells. Data represents the mean  $\pm$  SEM (\*\* $P < 0.01$ , \*\*\* $P < 0.005$  vs. control, Student's *t* test;  $n = 4$  mice per group for 2 independent experiments).

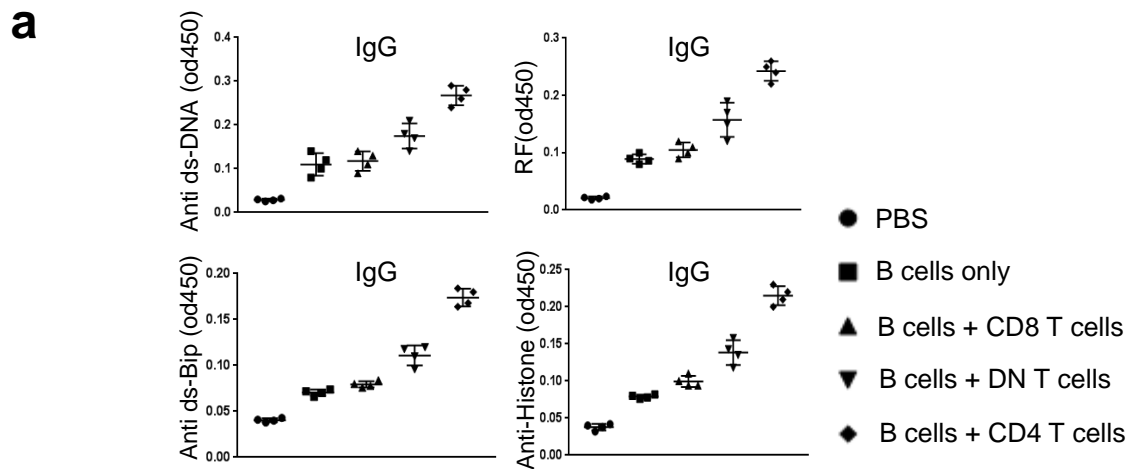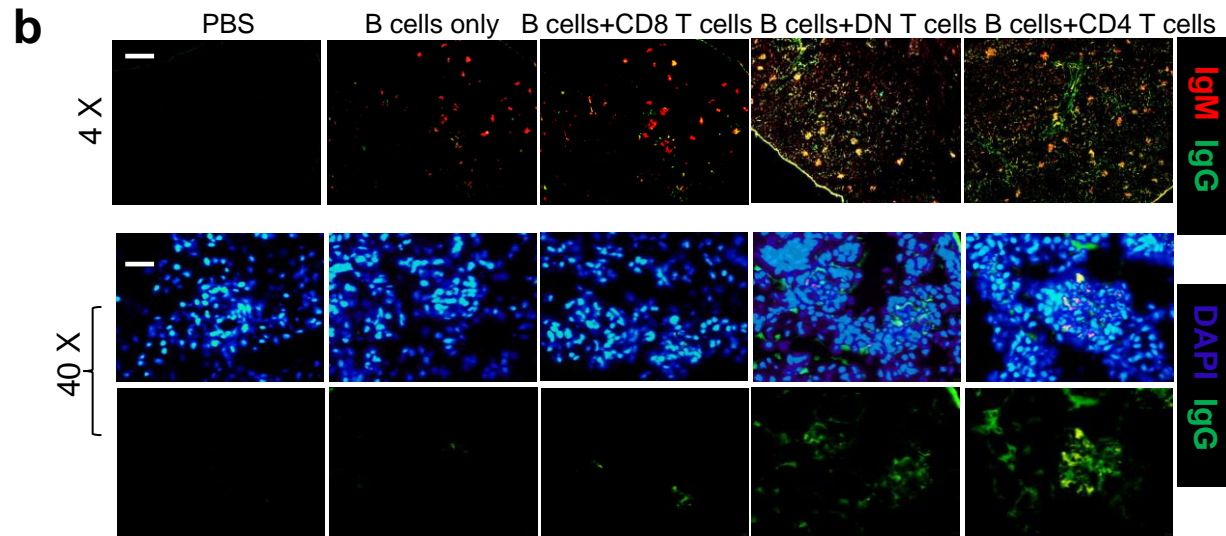

**Supplementary Figure 13. DN T cells provide help to B cells to produce auto-antibody *in vivo*.**

Spleen CD4, CD8 and DN T cells were enriched from IL-23 MC treated B6/*pr* mice and transferred into B6 Rag1<sup>-/-</sup> recipients which received purified B cells from 12 months old B6/*pr* mouse spleens one day before and mice were euthanized one month after cell transfer.  $n = 4$  mice per group. Data represent the mean  $\pm$  SEM.

(a) ELISA analysis of indicated auto-antibodies in the serum from indicated recipients.

(b) Immunohistochemistry staining of immune complex deposition in the kidneys from indicated recipients. Upper: magnification,  $\times 4$ . Scale bar: 200  $\mu$ m; Lower: magnification,  $\times 40$ . Scale bar: 20  $\mu$ m;

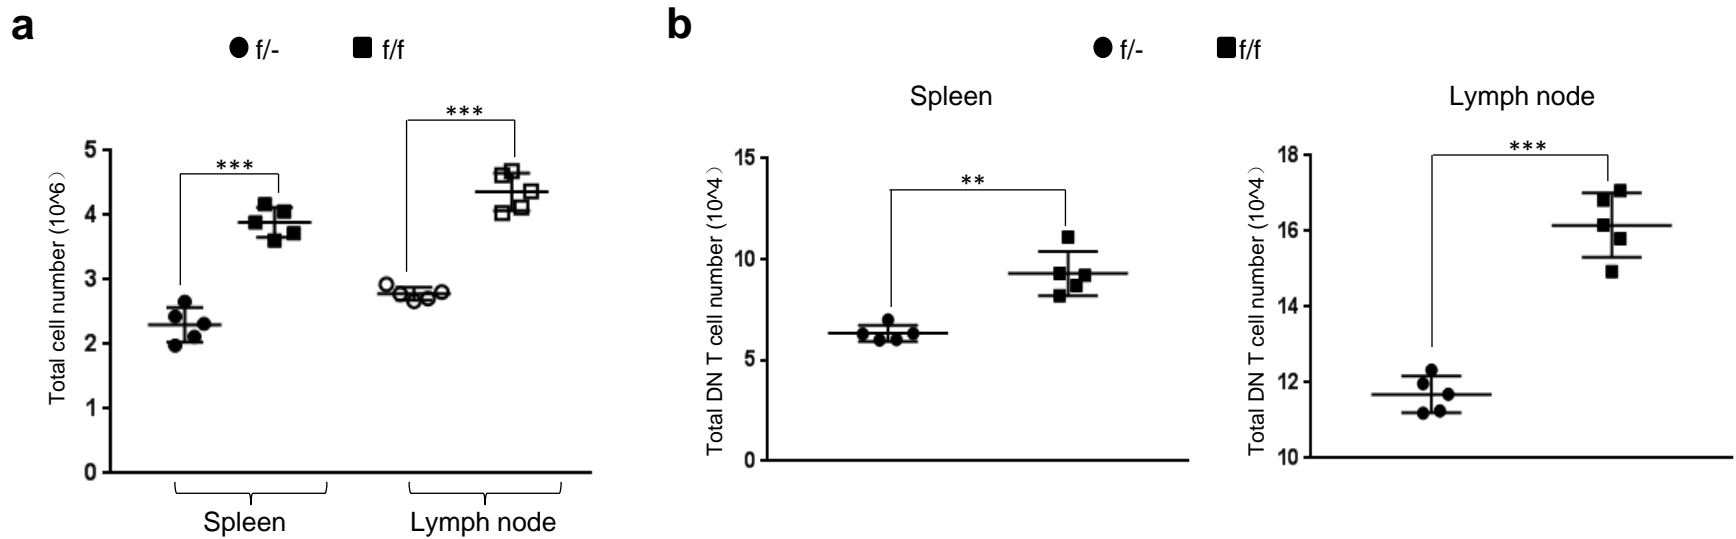

**Supplementary Figure 14. Deficiency of *Tgfb1* in macrophages promotes DN T cell development.**

(a) Scatter plots show absolute number of total splenocytes from indicated mice. (b) Scatter plots show absolute number of DN T cells in spleens and lymph nodes from indicated mice. CD4 T cells:  $CD3^+TCR\beta^+NK1.1^-CD4^+$ , CD8 T cells:  $CD3^+TCR\beta^+NK1.1^-CD8^+$ , DN T cells:  $CD3^+TCR\beta^+NK1.1^-CD4^-CD8^-$ . Data represents the mean  $\pm$  SEM (\*\* $P < 0.01$ , \*\*\* $P < 0.005$  vs. control, Student's  $t$  test;  $n = 4$  mice per group for 2 independent experiments).

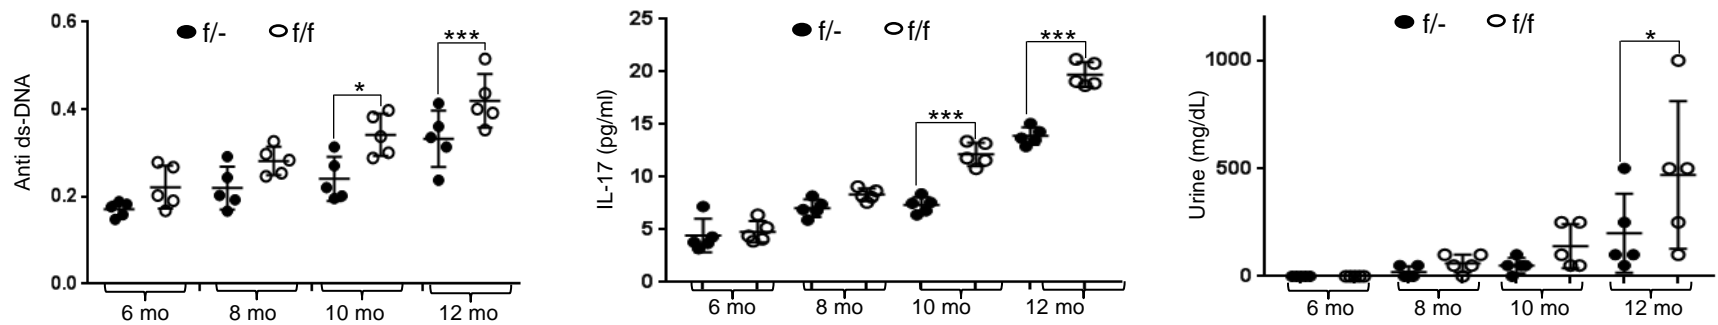

**Supplementary Figure 15. Deficiency of *Tgfb1* in macrophages promotes inflammation and proteinuria.**

Scatter plots show the ELISA analysis of serum anti-dsDNA IgG (Left), serum IL-17 (Middle), and proteinuria (Right) from indicated mice. Data represent the mean  $\pm$  SEM (\*\* $P < 0.005$  vs. control, Student's  $t$  test;  $n = 4$  mice per group for 2 independent experiments).

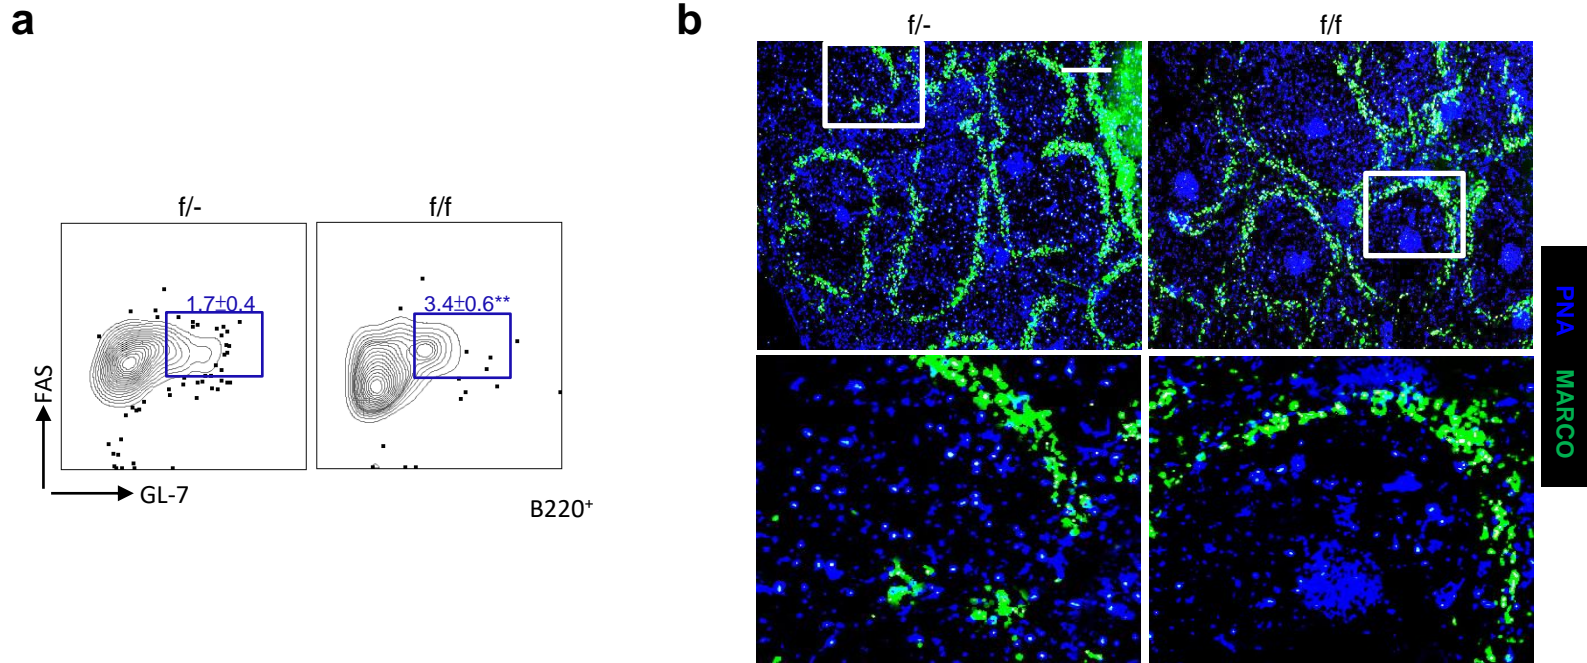

**Supplementary Figure 16. Deficiency of *Tgf $\beta$ 1* in macrophages promotes germinal center B cell formation without interrupting MZM barrier integrity.**

*Lyz2<sup>cre</sup>+Tgf $\beta$ 1<sup>fl/fl</sup>* or *Lyz2<sup>cre</sup>+Tgf $\beta$ 1<sup>fl/+</sup>* B6.*lpr* mice at 12 months of age were applied. (a) Flow cytometry quantitation of the percentage of GC B cells (PNA<sup>+</sup>FAS<sup>+</sup>CD19<sup>+</sup>) in the spleens from indicated mice. Data represents the mean  $\pm$  SEM (\*\* $P < 0.01$  vs. control, Student's *t* test;  $n = 4$  mice per group for 2 independent experiments). (b) Representative immunofluorescent staining of MARCO<sup>+</sup> marginal zone macrophages (Green) and PNA<sup>+</sup> GC B cells (Blue) in the spleens from indicated mice. Upper: magnification,  $\times 4$ . Scale bar: 200  $\mu$ m; Lower: Digitally magnified views of the boxed areas in the upper panels.

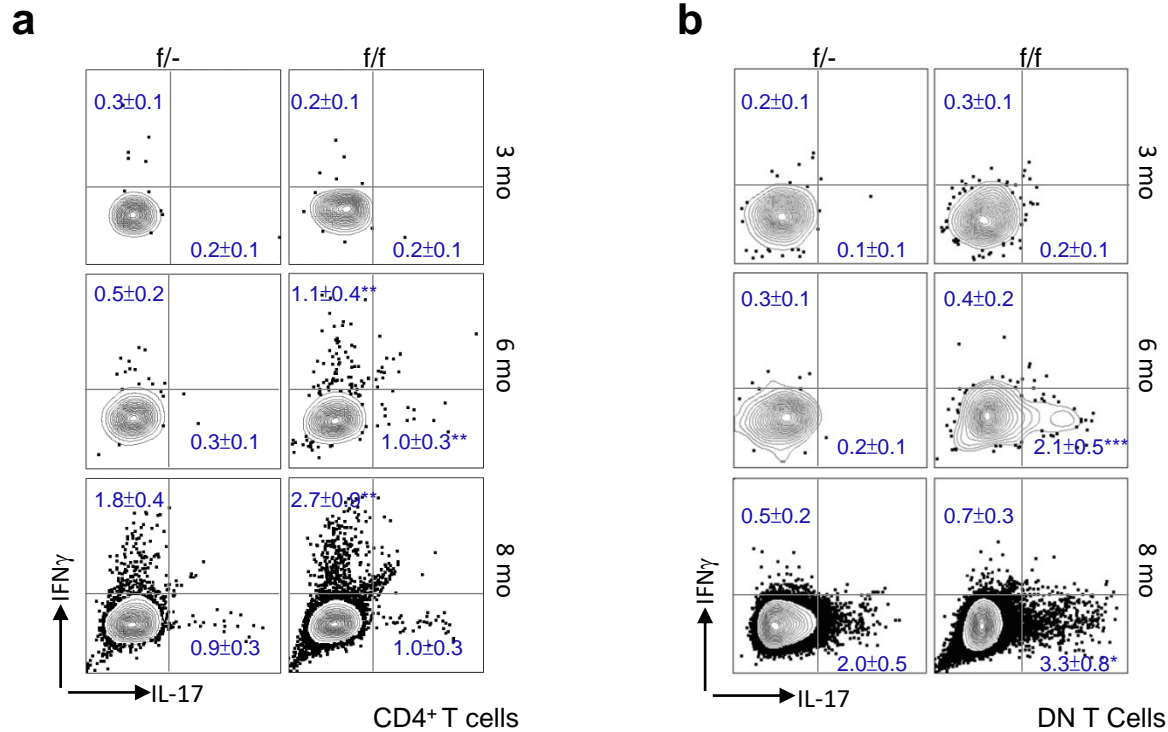

**Supplementary Figure 17. Deficiency of *Tgfb1* in macrophages promotes IL-17 production by DN T cells.**

Flow cytometry quantitation of IL-17 and IFN- $\gamma$  expression by splenic CD4 T cells (a) and DN T cells (b) from either *Lyz2<sup>cre</sup>+Tgfb1<sup>fl/fl</sup>* or *Lyz2<sup>cre</sup>+Tgfb1<sup>fl/+</sup>* B6.*lpr* mice with indicated ages. Data represents the mean  $\pm$  SEM (\* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.005 vs. control, Student's  $t$  test;  $n$  = 4 mice per group for 2 independent experiments).

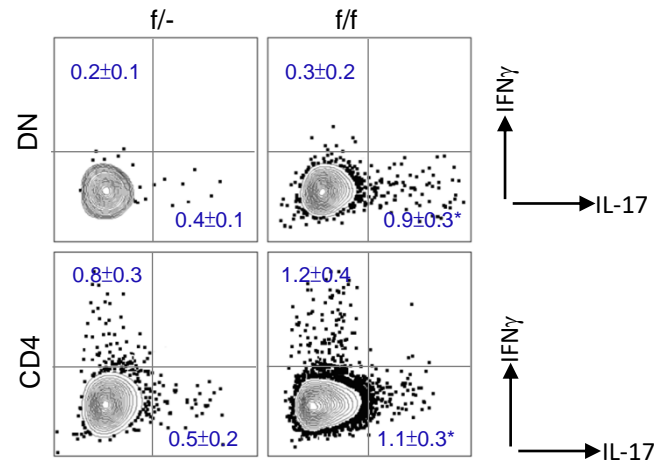

**Supplementary Figure 18. Deficiency of *Tgfβ1* in macrophages promotes intrarenal IL-17 producing DN T cells.**

Flow cytometry quantitation of IL-17 and IFN-γ expression by spleen DN T cells (Top) and CD4 T cells (Bottom) from either *Lyz2<sup>cre</sup>+Tgfβ1<sup>fl/fl</sup>* or *Lyz2<sup>cre</sup>+Tgfβ1<sup>fl/+</sup>* B6.*lpr* mice at 12 months of age. Data represents the mean ± SEM (\**P* < 0.05, vs. control, Student's *t* test; *n* = 4 mice per group for 2 independent experiments).

|                                          | CD4    | CD8    | DN     |
|------------------------------------------|--------|--------|--------|
| Clone counts                             | 133770 | 150976 | 194375 |
| Clone types                              | 44,891 | 81,313 | 42,026 |
| Counts of Top N clone types (1:10)       | 5692   | 6274   | 10445  |
| Counts of Top N clone types (11:100)     | 13125  | 7297   | 25005  |
| Proportion of Top N clone types (1:10)   | 4.26%  | 4.16%  | 5.37%  |
| Proportion of Top N clone types (11:100) | 9.94%  | 4.83%  | 12.86% |

**Supplementary Table 1. TCR $\beta$  chain clonicity of spleen CD4, CD8 and DN T cells from a 16 week-old MRL.*lpr* mouse.**

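In Supplementary Table 1, a clone count is a number of sequencing reads and a clone type is a distinct CDR3 sequence, so both depend on how deeply a library was read. To compare the subsets at one depth, the TCR beta reads of each library were drawn at random without replacement down to the total of the CD4 library, the smallest, 200 times. CD8 T cells then had 74621 clonotypes on average (range of the draws 74464 to 74781) and DN T cells 33704 (33565 to 33873), against the 44807 of CD4 T cells, which were not reduced. The number in DN T cells was 0.452 times that in CD8 T cells, and 0.517 times without drawing. Without drawing, a clonotype was supported by 4.63 reads on average in DN T cells, 1.86 in CD8 T cells and 2.98 in CD4 T cells. These averages are at the full, unequal depths, so part of their difference may come from depth. The largest 1279 clonotypes were enough to reach 50% of reads in DN T cells, while 15502 were needed in CD8 T cells and 3166 in CD4 T cells. Of TCR beta reads, 95.3% in DN T cells, 96.3% in CD8 T cells and 94.8% in CD4 T cells belonged to clonotypes that were in frame without a stop codon.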

Spleen CD4, CD8 and DN T cells were FACS sorted from a 16 weeks old male MRL.*lpr* mouse and mRNAs were extracted from 1 million of each subset. The Library preparation and TCR profiling were performed using Takara SMARTer mouse TCR $\alpha/\beta$  profiling kit.

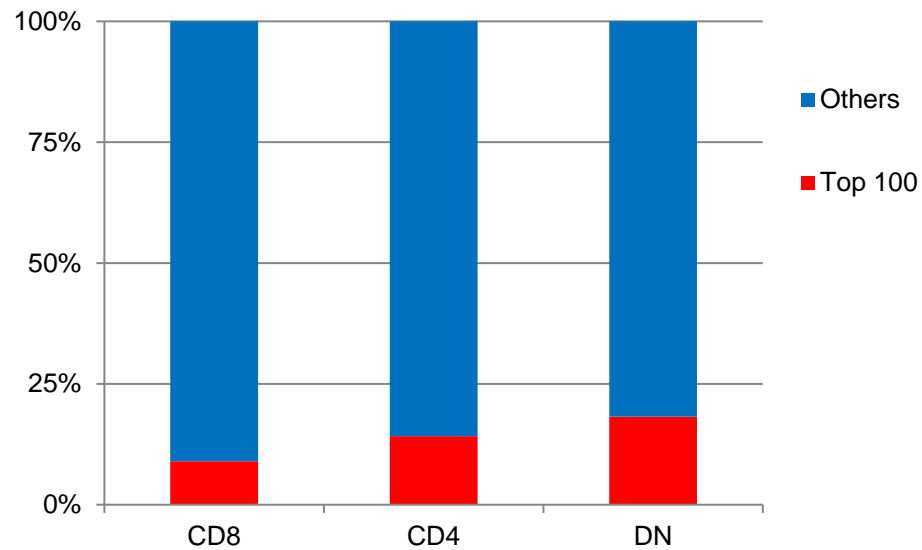

**Supplementary Figure 19. Proportion of the top 100 clonotypes in indicated T cell subsets.**

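The 100 largest TCR beta clonotypes together held 35450 reads in DN T cells, 18.2% of the library (95% Wilson interval 18.1 to 18.4%). They held 13571 reads in CD8 T cells, 8.99% (8.85 to 9.14%), and 18996 reads in CD4 T cells, 14.2% (14.0 to 14.4%). The share in DN T cells was 2.03 times that in CD8 T cells (two-sided Fisher's exact test, p = 1e-300, the smallest value given) and 1.28 times that in CD4 T cells (same test, p = 2.45e-207). Most of the difference lay below the top 10. The clonotypes ranked 11 to 100 held 12.9% of reads in DN T cells (12.7 to 13.0%), 4.84% in CD8 T cells (4.73 to 4.95%) and 9.95% in CD4 T cells (9.79 to 10.1%). For these ranks the ratio of DN to CD8 T cells was 2.66, with an interval of 2.17 to 3.30 when clonotypes were resampled, and the ratio of DN to CD4 T cells was 1.29, with an interval of 1.11 to 1.57. The corresponding intervals for the top 100 were 1.35 to 3.11 against CD8 T cells and 1.02 to 1.63 against CD4 T cells.

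**Figure D3:**
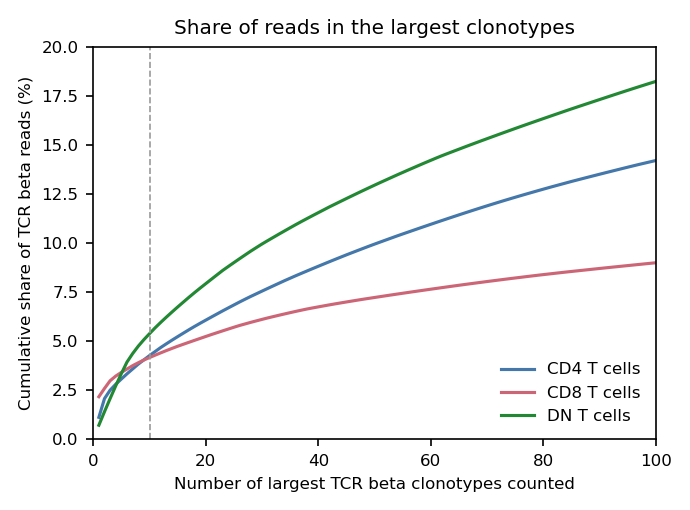
Cumulative share of TCR beta reads (percent of the library) held by the largest clonotypes, counted from 1 to 100 on the x axis, in 1 library each of CD4, CD8 and DN T cells. The dashed line marks the top 10, and the lines end at 18.2% in DN, 14.2% in CD4 and 8.99% in CD8 T cells.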

Bar graph shows quantitation of proportion of Top 100 clone types in spleen CD4, CD8 and DN T cells from a 16 week-old male MRL.*lpr* mouse.

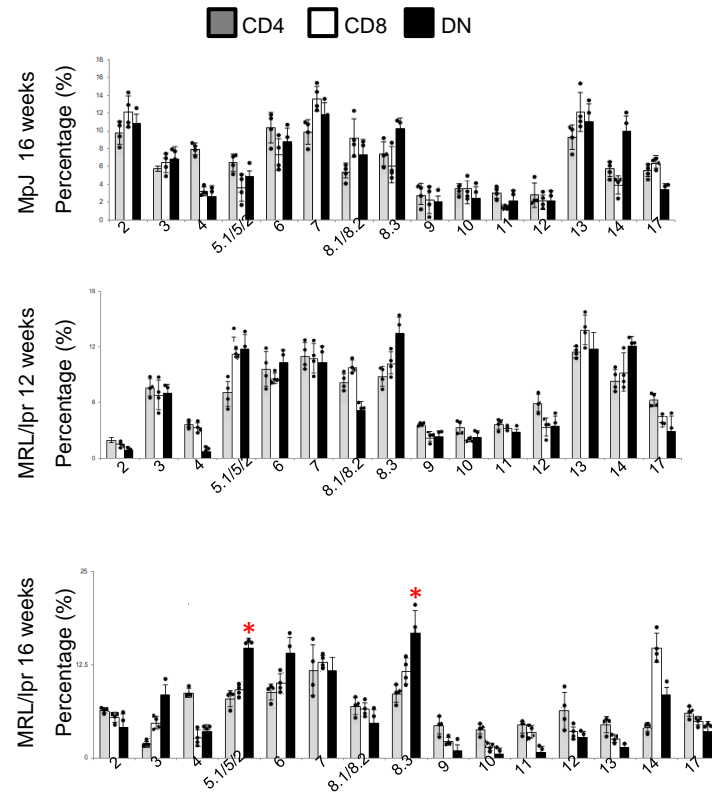

**Supplementary Figure 20. Skewed Vβ repertoire of DN T cells.**

Bar graphs show quantitation of TCR Vβ usage by CD4, CD8 and DN T cells of spleens from indicated mouse strains (gated in CD3<sup>+</sup>TCRb<sup>+</sup>Ly49b<sup>-</sup>). Data represents the mean ± SEM (\**P* < 0.05 vs. control, Student's *t* test; *n* = 4).

|                                  | CD8 T cells | DN cells |
|----------------------------------|-------------|----------|
| Counts of V $\beta$ 5 clones     | 7591        | 13374    |
| V $\beta$ 5 clone types          | 4250        | 2891     |
| Proportion of V $\beta$ 5 clones | 5.03%       | 6.88%    |

**Supplementary Table 2. Clonal expansion of V $\beta$ 5 in DN T cells.**

CD8 and DN T cells were from a 16 week-old male MRL.*lpr* mouse spleen. 

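Supplementary Table 2 gives the reads, the distinct clonotypes and the share of all reads for a single V family. Under the gene name TRBV5, the files had 2892 clonotypes in DN T cells, 4251 in CD8 T cells and 4795 in CD4 T cells. A TRBV5 clonotype had 4.62 reads on average in DN T cells and 1.79 in CD8 T cells, close to the average over all TCR beta clonotypes of each library. As a share of clonotypes rather than reads, TRBV5 made up 6.89% in DN T cells, 5.23% in CD8 T cells and 10.7% in CD4 T cells. The largest TRBV5 clonotype held 465 reads in DN T cells and 79 in CD8 T cells, and 7 TRBV5 clonotypes in DN T cells and 8 in CD8 T cells were among the 100 largest of their library. Under the Vβ5 gene names TRBV12-1 and TRBV12-2, the files had 145 clonotypes in DN T cells, 357 in CD8 T cells and 204 in CD4 T cells. The largest of them held 48 reads in DN T cells and 14 in CD8 T cells, and none reached the 100 largest clonotypes of any library.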

The TCR profiling was performed using Takara SMARTer mouse TCR $\alpha/\beta$  profiling kit.

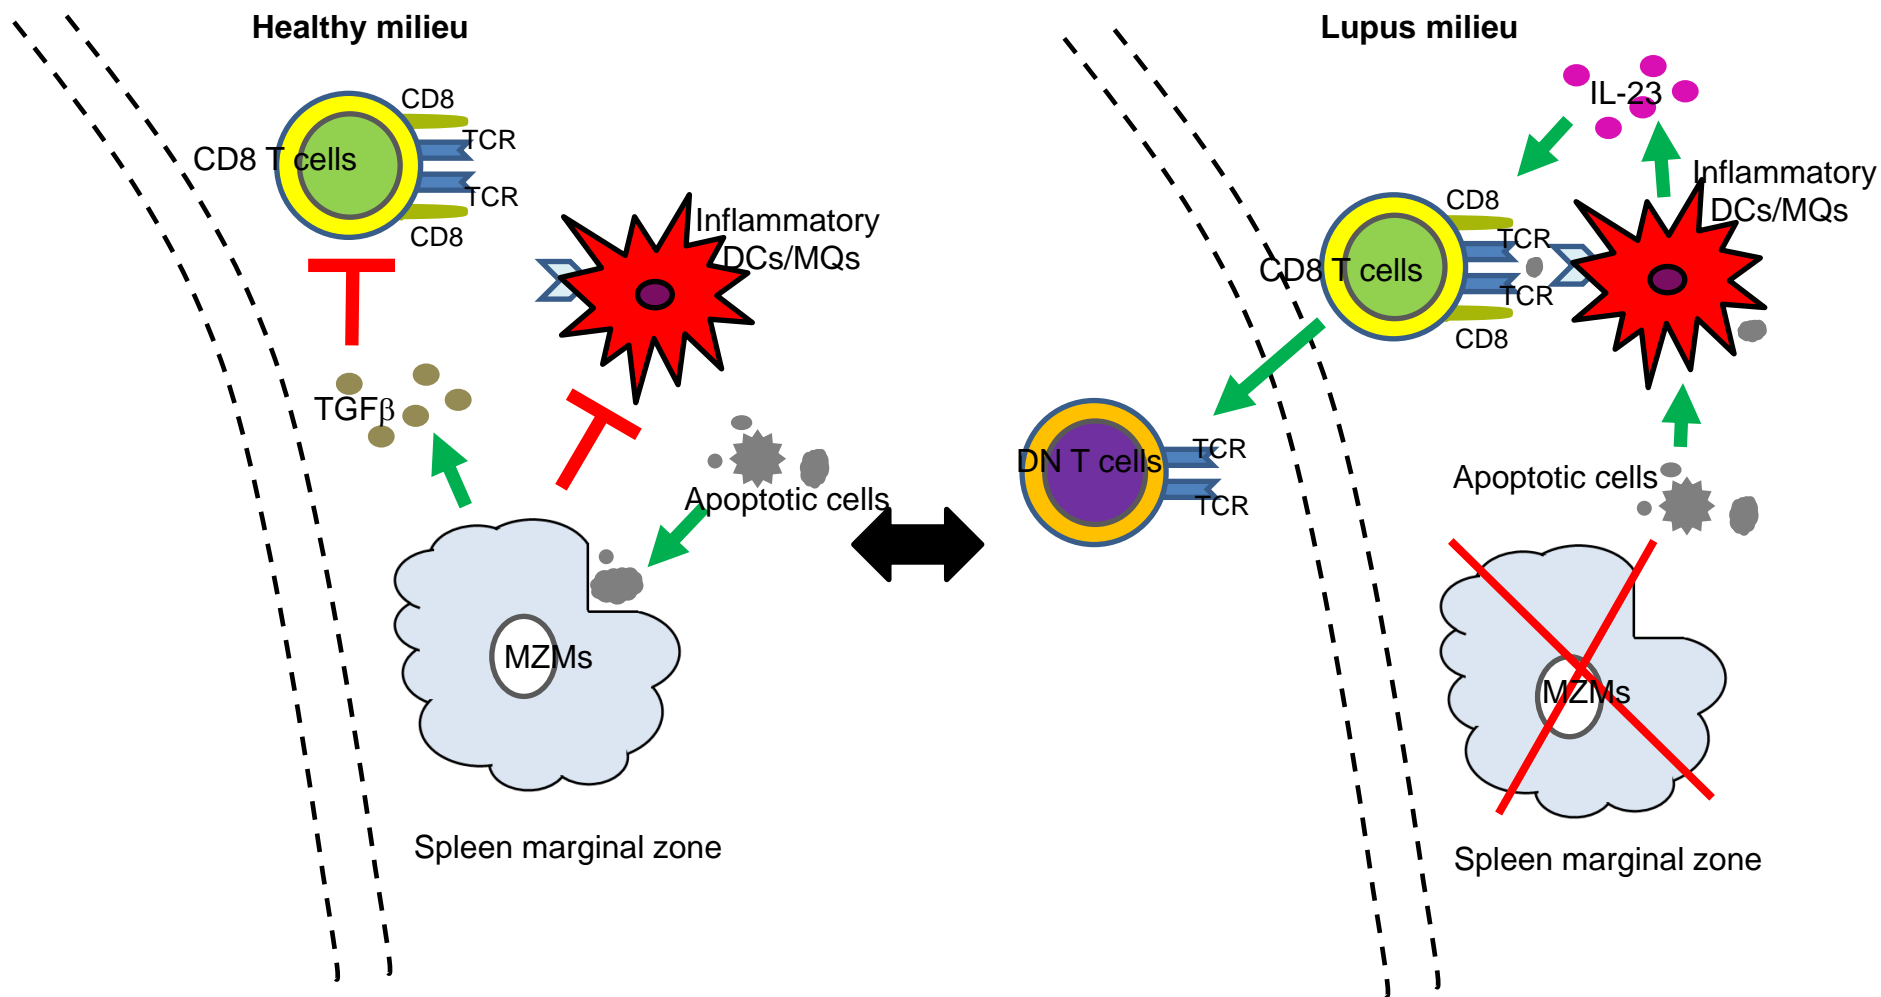

**Supplementary Figure 21. Lupus milieu favors the conversion of self-reactive CD8 T cells to IL-17-producing double negative T cells.**

Apoptotic cells (ACs) are normally taken up by MZMs and this process leads to release of tolerogenic cytokine TGF $\beta$  and reduction of AC autoantigens. In lupus, defective marginal zone barrier increases interactions of uncleared ACs with inflammatory dendritic cells or macrophages, which leads to production of inflammatory cytokines especially IL-23 with diminished TGF $\beta$ . In addition, defects in MZMs cause the accumulation of self-antigens derived from uncleared ACs, which activate self-reactive CD8 T cells which later acquired inflammatory DN T cell phenotypes.

How the deposited data were processed for this re-analysis (not part of the article)

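The data were 3 TCR libraries, 1 each from CD4, CD8 and DN T cells sorted from the spleen of a single MRL.lpr mouse aged 16 weeks, each made from the mRNA of 1000000 cells. The paper's methods give the kit (Takara SMARTer Mouse TCRα/β) and the program (MiXCR), and the paper's text gives neither its version nor its settings, nor any filter on reads or clonotypes. The authors aligned the reads, assembled them into clonotypes and exported a table per library. In these tables, the authors give each clonotype its count of reads, which was not normalized. The authors' tables also hold each clonotype's fraction of the reads of its library, and when checked against the counts this fraction equalled the count divided by the total of the whole table. Each clonotype had a unique nucleotide CDR3 sequence and the best matching V, D and J gene, without second-best genes. Each subset had 1 library, and nothing was pooled.

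The shares were computed over clonotypes whose V and J genes were both TRB genes. These held 133667 reads in CD4, 150874 in CD8 and 194290 in DN T cells. The 82, 100 and 78 TRA clonotypes, with 101, 101 and 85 reads, were treated separately, and the few clonotypes of other chains were not used. At these depths the smallest share that could be shown (3 counts of the total) was 0.00224% in CD4, 0.00199% in CD8 and 0.00154% in DN T cells. Shares have 95% Wilson intervals. No filter on reads or reading frame was applied to the reported values.

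Clonotypes were ranked by reads, and the reads in ranks 1 to 10, 11 to 100 and 1 to 100 were compared between libraries by the ratio of their shares and a two-sided Fisher's exact test on reads. The same test compared the shares of V genes. P-values below 1e-300 were set to 1e-300. V genes were translated from the older family names with the RefSeq gene list of GRCm38.p6, which gives Tcrb-V5.2 as a synonym of Trbv12-1, Tcrb-V5.1 of Trbv12-2, Tcrb-V1 of Trbv5, Tcrb-V8.3 of Trbv13-1, Tcrb-V8.2 of Trbv13-2 and Tcrb-V8.1 of Trbv13-3. The list was used for names and gene order only. Clonotypes with the same nucleotide CDR3, V gene and J gene in 2 libraries were counted as shared, and the number shared by DN with CD8 T cells was set against that shared with CD4 T cells per possible pair of clonotypes, with a two-sided exact binomial test. Clonotype numbers at equal depth are means of 200 random draws without replacement to 133667 reads, and no test was applied to them. The bootstrap resampled the clonotypes of each library 1000 times. With 1 library per subset, all these tests compare libraries.

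Clonotypes were named by a rule set before the data were examined: the 3 with the most reads in each library and any in the top 10 of more than 1 library. V genes were named if they belonged to Vβ5, Vβ8.1/8.2 or Vβ8.3 or had the largest share in a library. The comparisons of 15 results, and most alternatives to them, were set before the data were examined as well. The alternatives covered the reading frame, a minimum of 2 reads, merging of clonotypes by nucleotide or amino acid sequence, equal depth, resampling of clonotypes, the removal of the largest clonotypes, the removal of clonotypes with at least 100 times more reads in another library, the use of TRA in place of TRB, other measures of diversity and overlap, and TRBV5 in place of TRBV12-1 and TRBV12-2. A further alternative, in which a clonotype 1 mismatch from one with at least 10 times its reads, with the same V gene, J gene and length, was merged into it, was chosen after seeing the data.

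For the 50 largest in-frame clonotypes of a library, the share in another library was divided by the share in the first, and the spread of this ratio was taken on a log2 scale after adding 0.5 reads. The spread expected from sampling of reads alone was simulated with Poisson counts around a constant ratio. Hydrophobic residues (F, I, L, M, V, W and Y) at CDR3 positions 6 and 7, counted from the conserved cysteine at position 1, were compared among in-frame clonotypes with CDR3 lengths of 11 to 18 residues by a two-sided permutation test with 100000 resamples within groups of the same V gene and CDR3 length. On simulated data with known answers for 20000 clonotypes per library, 8 of 8 simulated quantities were recovered within 12%. The real libraries held more TCR beta clonotypes, from 41948 in DN to 81212 in CD8 T cells. The recovery therefore checks the calculation of those 8 quantities only, and does not show how accurate the measures are on the real libraries. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Flow cytometry, TREC and patient data of the paper were not analysed here.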

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

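The signals below lie in parts of the libraries that the paper does not report on, and each is above the smallest share the depth can show. The tests of mixed cells, of swapped reads and of the 10 largest TRBV13-1 clonotypes of DN T cells, and the test of the out-of-frame sequence, were chosen only after the results were seen.

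The largest DN clonotypes were present in both other libraries, in CD8 T cells at a fairly steady fraction of their share in DN T cells and in CD4 T cells at a more variable one. All 50 of the 50 largest in-frame DN clonotypes were found in CD8 T cells, at a median of 18.5% of their DN share (quartiles 14.4 and 21.0%, range 10.9 to 38.5%). All 50 were also found in CD4 T cells, at a median of 4.28% (range 1.35 to 59.4%). The SD of the log2 ratio of CD8 to DN shares over these clonotypes was 0.34, against 0.20 expected from sampling of reads alone, and it was 0.76 for the ratio of CD4 to DN shares, against 0.37 from sampling. For the 50 largest CD8 clonotypes looked up in DN T cells it was 4.37, since some were DN clonotypes and others were nearly absent there. If reads had been swapped between libraries equally in every direction, the large CD8 clonotypes would appear in DN T cells at a fraction close to 18.5%, but their median was 2.88% of their CD8 share. Sequences that many cells make independently should have short CDR3s. The mean CDR3 length of the 50 largest DN clonotypes differed by -0.254 nucleotides from that of DN clonotypes found in neither other library (one-sided permutation test over 10000 random lists, p = 0.36), so this explanation can be neither kept nor dropped. A candidate explanation that remains is that DN T cells or their RNA were mixed into the sorted CD8 T cells and, to a smaller extent, into the CD4 T cells. The SD of 0.34 only restates the pattern and does not test this. The design gives a biological alternative, in which CD8 T cells become DN T cells as the paper proposes, so that members of the same clones carry both phenotypes. That alternative was not tested apart from mixing, and the steadiness does not separate them.

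Of TCR beta clonotypes, 7772 were shared by DN and CD8 T cells, and these held 66.6% of the reads of DN T cells. DN and CD4 T cells shared 3754, with 49.4% of the reads of DN T cells, and CD8 and CD4 T cells shared 3898. Per possible pair of clonotypes, DN T cells shared 1.14 times as many with CD8 as with CD4 T cells (two-sided exact binomial test, p = 1.64e-11). Without clonotypes that had at least 100 times more reads in another library the ratio was 1.15, but this left 7745 and 3703 shared clonotypes, too nearly the full numbers to test spill from large clonotypes. Among clonotypes found in only 2 of the 3 libraries it was 1.74, a ratio that was bound to rise because the same clonotypes were taken from both overlaps. Among clonotypes with at least 2 reads in both libraries, 3523 and 1393 were shared and the ratio was 1.70 (two-sided exact binomial test, p = 6.85e-68). The excess thus did not rest on single reads, but this does not exclude spill of more reads. It therefore cannot be told apart from such spill, from sequences that many cells make independently or from DN T cells mixed into the CD8 library. The excess is no measure of the origin of DN T cells.

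TRBV13-1, the Vβ8.3 gene, held 20.4% of TCR beta reads in DN T cells against 12.6% in CD8 T cells and 13.4% in CD4 T cells, while the paper reports Vβ5 and no other family for these libraries. Without the 10 largest clonotypes of each library the share in DN T cells was 1.88 times that in CD8 T cells and 1.42 times that in CD4 T cells, but the ratio to CD8 T cells was bound to rise, since their largest clonotype, with TRBV13-1, was among those left out. Without the 10 largest TRBV13-1 clonotypes of DN T cells, and with every CD8 and CD4 clonotype kept, the share in DN T cells was 18.2% and the ratios were 1.45 and 1.36. By clonotypes in place of reads they were 2.00 and 1.48. The larger share thus did not rest on those 10 clonotypes alone. With 1 mouse, whether other mice share this difference cannot be told, and no biological explanation was tested.

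An out-of-frame sequence of 16 bases, TGCTGAGCAGTTCTTC, listed with TRBV4 and TRBJ2-1, was among the 10 largest clonotypes of CD4 T cells with 357 reads, 0.267% of the library. It had 164 reads in CD8 T cells, 0.109%, and 323 reads in DN T cells, 0.166%. Of the in-frame TRBJ2-1 clonotypes of the 3 libraries, 86.3% end in the same 16 bases, so the sequence may be unrearranged TRBJ2-1 sequence, or the end of a transcript without a junction, listed as a clonotype. Leaving out such sequences moved the ratio of the top 10 shares of DN to CD4 T cells only from 1.26 to 1.27. No biological explanation was tested.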

How the results depend on the processing

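Over the 15 comparisons, 134 alternative values were computed. In 116 of them the ratio stayed on its side of 1 and of the threshold. Where no test applied, these 116 hold ratios within 1.5 times the reported value. The ratio was weaker in 8, stronger in 1 and reversed in 4. In the other 5 it moved further, or to exactly 1 for the TRA top 10 share among clonotypes with at least 2 reads. The top 100 ratios with TRA, also exactly 1, were counted among the 8 weaker ones. Of shares within a single library, 74 of 147 left their 95% interval and 73 did not. Some comparisons kept their direction and their side of the threshold under all of the 134 alternatives that were run for them. These were Vβ8.3 (ratios 1.40 to 2.00 against CD8 and 1.42 to 1.53 against CD4 T cells) and Vβ5 with CD4 T cells (0.436 to 0.759). Removal of the 10 largest TRBV13-1 clonotypes of DN T cells, chosen after the results were seen, is not in these ranges. It gave 1.45 against CD8 and 1.36 against CD4 T cells. The other comparisons that stayed on their side of 1 were ranks 11 to 100 of DN against CD4 T cells (1.12 to 1.31), Vβ8.1/8.2 of DN against CD8 (0.903 to 0.953) and CD4 T cells (1.12 to 1.31), the overlap (1.13 to 10.5) and the clonotype number (0.211 to 0.925). For the top 100, the ratios stayed above 1 under every alternative but TRA, where they were fixed at 1 (highest 2.53 against CD8 and 1.33 against CD4 T cells).

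Leaving out clonotypes with a single read reversed the top 10 share of DN against CD8 T cells, to 0.926. The values of 37.1% and 12.2% of reads in such clonotypes in CD8 and DN T cells show why. Counting TRBV5 in place of TRBV12-1 and TRBV12-2 reversed Vβ5 of DN against CD8 T cells, to 1.36. When clonotypes were resampled in place of reads, the interval included 1 for the top 10 share against CD8 T cells (median ratio 1.32) and CD4 T cells (1.29) and for Vβ8.1/8.2 against CD8 T cells (0.943) and CD4 T cells (1.15), while the TRA top 10 share of DN against CD8 T cells, 1.84 by reads (p = 0.101 from Fisher's exact test), had an interval above 1 (median 1.81). That TRA value was the 1 counted as stronger. Only 5 DN and 1 CD8 TRA clonotypes had at least 2 reads, and the interval leaves out the sampling of reads, so it is no stronger evidence.

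TRA in place of TRB rests on 85 to 101 reads per library. For the top 10 it gave 1.84 against CD8 T cells and 0.697, a reversal, against CD4 T cells (p = 0.101 and 0.178 from Fisher's exact test), and the cause was not tested. No library had more than 100 TRA clonotypes, so ranks 11 to 100 held all TRA reads outside the top 10. Their ratios of 0.898, counted as a reversal, and 1.12 were fixed by those of the top 10 and are not separate changes, and those of the top 100 were fixed at 1 and 1. Among TRA clonotypes with at least 2 reads, the top 10 ratio of DN to CD8 T cells was also fixed at 1, since only 5 and 1 such clonotypes were left.

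The clonotype number of DN against CD8 T cells, 0.452 at equal depth, was 0.885 by the inverse Simpson index, which weighs large clonotypes most, 0.211 by the exponential of the Shannon entropy and 0.925 with TRA. The largest CD8 clonotype made up 81.7% of the sum behind the Simpson index of CD8 T cells, and without the largest clonotype of each library, a check made after seeing the data, the ratio by this index was 0.181. With TRA the ratio was bound to lie near 1, since nearly every TRA clonotype had a single read (100 clonotypes in 101 reads in CD8 and 78 in 85 in DN T cells). Overlap with CD8 against CD4 T cells, 1.14 per possible pair, was 2.28 by the Morisita-Horn index and 10.5 among the 1000 largest clonotypes of each library. Both give more weight to large clonotypes, and the 50 largest in-frame DN clonotypes had a median of 18.5% of their DN share in CD8 and 4.28% in CD4 T cells.

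Merging clonotypes by nucleotide CDR3, V gene and J gene had no duplicates to merge and was bound to give the reported values. Merging clonotypes 1 mismatch from a larger one, chosen after seeing the data, changed no direction or call in the 8 comparisons it was run for. Like the removal of clonotypes with at least 100 times more reads in another library, it left out few clonotypes (81190 of 81212 CD8 clonotypes stayed under the removal, 80623 under the merging), so neither shows stability. Restricting V genes to unambiguous matches was not run, since the tables used here give only the best V gene, and DN and CD4 T cells had no TRA clonotype in common, so the ratio of overlaps with TRA could not be formed. No paired analysis was possible because each subset had 1 library.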

Differences from the paper's values

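For Vβ5, taken as TRBV12-1 and TRBV12-2, CD8 T cells had 545 reads in 357 clonotypes, 0.361% of TCR beta reads, against the paper's 7591 reads, 4250 clone types and 5.03% in Supplementary Table 2. DN T cells had 371 reads in 145 clonotypes, 0.191%, against the paper's 13374 reads, 2891 clone types and 6.88%. Of the alternatives set before the data were examined, TRBV5 in place of TRBV12-1 and TRBV12-2 came close to the paper's values. It gave 7616 reads, 4251 clonotypes and 5.05% in CD8 T cells. In DN T cells it gave the paper's 13374 reads and 6.88%, with 2892 clonotypes. The reading frame, a minimum of 2 reads, the removal of clonotypes with at least 100 times more reads in another library and the removal of the 10 largest clonotypes did not close the gap. Outside Vβ5, ranks 11 to 100 of CD4 T cells held 13304 reads, against 13125 in Supplementary Table 1. Their share of 9.95% was close to the paper's 9.94%.

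The paper states that Vβ5 clonotypes took up more of the clonal space of DN than of CD8 T cells. Beside the sequences, it cites Vβ use of gated spleen T cells from several mouse strains in Supplementary Fig. 20. That is a measure of surface protein and was not analysed here, so the ratios below bear on the sequences of 1 mouse only. By TRBV12-1 and TRBV12-2 the ratio of DN to CD8 T cells was 0.529, and by TRBV5 it was 1.36.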

Other observations

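The tests of Supplementary Table 2, of the largest DN clonotype, of the 10 largest TRBV5 clonotypes, of missed genes, of lost in-frame rearrangements and of TRBD2 shares corrected for wrong calls were chosen only after the results were seen. The merging of clonotypes and the tests of frameshifts, of D calls by J gene and of hydrophobic residues were chosen after the data had been looked at, though before the values they gave were seen.

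The reads and clone types that Supplementary Table 2 lists for Vβ5 in CD8 and DN T cells lay within 1% of those of 1 of the 29 V genes in the files, TRBV5, and of no other V gene and no pair of the others. TRBV5 is the gene formerly called Vβ1. Rows with the gene name TRBV5 may have been counted as Vβ5 in that table. Without the 10 largest clonotypes of each library the ratio of TRBV5 shares of DN to CD8 T cells was 1.38, but none of these clonotypes had TRBV5 in DN or CD8 T cells, so this value does not test whether a few large clonotypes carry the difference. Without the 10 largest TRBV5 clonotypes of each library the shares were 5.71% in DN and 4.71% in CD8 T cells, a ratio of 1.21, and by clonotypes in place of reads the ratio was 1.32, so the larger share in DN T cells did not rest on those 10 clonotypes alone. In CD4 T cells, which the table leaves out, the TRBV5 share was larger than in DN T cells.

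In DN T cells, most TRBV12-1 and TRBV12-2 clonotypes were out of frame or held a stop codon, unlike those of both genes together in CD8 and CD4 T cells (in CD4 T cells, TRBV12-1 alone was 22.2% in frame). Of their clonotypes, 22.1% in DN T cells (95% Wilson interval 16.1 to 29.5%) were in frame without a stop codon, against 91.3% of DN clonotypes with other V genes. The shares were 79.8% (75.4 to 83.7%) in CD8 T cells and 59.3% (52.5 to 65.8%) in CD4 T cells. If these genes had been missed in library preparation or alignment, in-frame and out-of-frame rearrangements should have been lost alike. Frameshifts made by sequencing errors should be gone among clonotypes with at least 2 reads, but of these 27.3% were in frame in DN T cells. The in-frame share in DN T cells was 0.276 times that in CD8 T cells (two-sided Fisher's exact test, p = 7.3e-34). One hypothesis is that T cells with productive Vβ5 chains were lost from this mouse, more so among DN than among CD8 T cells. The ratio of 0.276 restates the pattern that prompted this hypothesis. It could not have gone against it and is no evidence for it. Wrong assignment of V genes in rare clonotypes was not tested and remains open. TRBV15, TRBV16 and TRBV24, singled out after their values were seen, showed related patterns. In-frame shares of TRBV16 clonotypes were 28.3% in CD4, 86.1% in CD8 and 51.9% in DN T cells. Those of TRBV15 were 21.0%, 38.3% and 19.5%, and those of TRBV24 were 18.0%, 15.6% and 11.5%.

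Without the largest clonotype of each library, the ratio of the top 10 shares of DN to CD8 T cells was 2.31, but it was bound to rise, since the largest CD8 clonotype held 2.16% of its library and the largest DN clonotype 0.707%. Without the largest DN clonotype and with every CD8 clonotype kept, the shares were 5.00% in DN and 4.16% in CD8 T cells, a ratio of 1.20, so the larger share in DN T cells did not rest on that clonotype alone. At equal read totals it was 1.29, but random drawing hardly moves a share of reads, so this value says little about sequencing depth.

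At equal depth DN T cells had 0.452 times as many TCR beta clonotypes as CD8 T cells. After clonotypes 1 mismatch from a much larger one were merged, which removed 2.10% of DN and 0.725% of CD8 clonotypes, the ratio was 0.446. Too few CD8 clonotypes were merged for this to test the explanation. Leaving out clonotypes with a single read before drawing raised the ratio to 0.650, so it depends in part on single-read clonotypes, among which those made by errors cannot be told apart. Each library came from 1000000 cells, and differences in RNA per cell or in the yield of the reverse transcription were not tested.

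TRBD2 was called in 52.0% of DN clonotypes with a D gene (51.4 to 52.5%), 44.1% of CD8 clonotypes (43.7 to 44.5%) and 40.0% of CD4 clonotypes (39.5 to 40.5%). Larger use of TRBJ2 genes does not account for the difference between DN and CD8 T cells, since within TRBJ2 clonotypes the ratio of TRBD2 shares was 1.16. TRBD2 lies downstream of the TRBJ1 genes and should not join them, so TRBD2 calls within TRBJ1 clonotypes measure wrong calls. These calls made up 9.59% in DN and 8.00% in CD8 T cells, a ratio of 1.20 (two-sided Fisher's exact test, p = 3.25e-05). By clonotypes, wrong D calls were therefore also more frequent in DN T cells. By reads they were not, at 8.37% in DN and 18.1% in CD8 T cells, where the largest clonotype was itself called TRBD2 with TRBJ1-3, and without the largest clonotype of each library the shares of reads were 8.37% and 8.08%. Within TRBJ2 clonotypes the TRBD2 shares were 66.4% in DN and 57.3% in CD8 T cells. With TRBD1 called as TRBD2 taken out at the rate by clonotypes seen within TRBJ1 clonotypes, they were 62.8% and 53.6%, a ratio of 1.17, so wrong calls at that rate do not account for the difference.

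Hydrophobic residues at both of CDR3 positions 6 and 7, a property taken here as a candidate sign of self-reactivity before it was measured, were present in 1.99% of in-frame DN clonotypes and 1.24% of CD8 clonotypes. DN T cells had 750 such clonotypes against 585.6 expected from CD8 T cells at the same V gene and CDR3 length, a ratio of 1.28 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The same residues can be encoded by TRBD2. Matched also on the D gene, the ratio was 1.23 (permutation test, p = 1e-05), so the larger use of TRBD2 may explain part of the excess but not all of it. Against CD4 T cells the ratio was 1.24. The excess may fit selection of DN T cells by self-antigen, which the paper proposes. As a single mouse was sampled and clonotypes are not replicates, this is a hypothesis about these libraries, and differences in the J genes were not matched.

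Among the TRA clonotypes, the combination TRAV11 with TRAJ18, used by invariant NKT cells, had 0 reads in CD4, 0 in CD8 and 1 in DN T cells, and TRAV1 with TRAJ33, used by MAIT cells, had 0 reads in all 3 libraries. With 85 to 101 TRA reads per library, a share under 3 reads could not be shown, so neither cell type can be excluded.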
